# Timing and cell specificity of senescence drives postnatal lung development and injury

**DOI:** 10.1038/s41467-023-35985-4

**Published:** 2023-01-17

**Authors:** Hongwei Yao, Joselynn Wallace, Abigail L. Peterson, Alejandro Scaffa, Salu Rizal, Katy Hegarty, Hajime Maeda, Jason L. Chang, Nathalie Oulhen, Jill A. Kreiling, Kelsey E. Huntington, Monique E. De Paepe, Guilherme Barbosa, Phyllis A. Dennery

**Keywords:** Respiratory tract diseases, Ageing, Senescence

## Abstract

Senescence causes age-related diseases and stress-related injury. Paradoxically, it is also essential for organismal development. Whether senescence contributes to lung development or injury in early life remains unclear. Here, we show that lung senescence occurred at birth and decreased throughout the saccular stage in mice. Reducing senescent cells at this stage disrupted lung development. In mice (<12 h old) exposed to hyperoxia during the saccular stage followed by air recovery until adulthood, lung senescence increased particularly in type II cells and secondary crest myofibroblasts. This peaked during the alveolar stage and was mediated by the p53/p21 pathway. Decreasing senescent cells during the alveolar stage attenuated hyperoxia-induced alveolar and vascular simplification. Conclusively, early programmed senescence orchestrates postnatal lung development whereas later hyperoxia-induced senescence causes lung injury through different mechanisms. This defines the ontogeny of lung senescence and provides an optimal therapeutic window for mitigating neonatal hyperoxic lung injury by inhibiting senescence.

## Abstract (web summary)

Senescence causes age-related diseases and stress-related injury, but it is also physiologically essential during development. Here, Yao et al. show that programmed senescence in mesenchymal cells orchestrates postnatal lung development and that neonatal hyperoxia can induce senescence, particularly in type II, Pdgfra+ mesenchymal and immune cells, during the alveolar stage, resulting in lung injury.

## Introduction

Chronic lung disease affects over 40% of all infants born at ≤29 weeks’ gestation^1^. Perinatal and neonatal care has progressed significantly allowing premature infants beyond 22 weeks to survive. Unfortunately, ventilatory support and oxygen therapy used to save them can also disrupt the growth of their distal alveoli and pulmonary microvasculature. This leads to continued dependency on supplemental oxygen beyond 36 weeks corrected gestational age, referred to as bronchopulmonary dysplasia (BPD)^2^. This condition affects 10,000 to 15,000 premature infants annually in the United States. Lung pathology of BPD is characterized by alveolar and vascular simplification as well as dysmorphic vascular development^3–6^. Most BPD survivors eventually are weaned off oxygen; however, they may show evidence of persistent pulmonary injury and lung function decline as adolescents and adults^7,8^. The mechanisms underlying alveolar simplification in BPD are not fully understood. Although current therapies have improved the survival of premature infants, they have minimally reduced the prevalence of BPD and lung injury^1,9^.

Senescence is a term used to describe cells that cease to divide/proliferate and show morphological alterations and pronounced secretory activity. Senescent cells accumulate in aging tissues, which plays pivotal roles in organismal aging and in the pathogenesis of aging-related diseases^10^. Accumulating evidence shows that cellular senescence also contributes to the development of organs, including limbs, hindbrain roofplate, mesonephros, neural tube, endolymphatic sac, pharyngeal arches, and gut endoderm in humans, naked mole rats, and mice^11–13^. It is unknown whether senescence participates in lung development. We and others have reported that hyperoxia causes senescence in cultured lung fibroblasts, epithelial cells, and fetal airway smooth muscle cells^14–17^. Whether hyperoxia-induced senescence contributes to the pathogenesis of BPD remains unknown. We hypothesized that senescence participates in postnatal lung development, and that this is dysregulated and enhanced with hyperoxic exposure leading to alveolar simplification. To test this hypothesis, we exposed newborn mice to hyperoxia in the saccular stage (postnatal day 0–3, pnd 0–3) to mimic lung injury in BPD. Some mice were then allowed to recover in room air until adulthood, because short-term neonatal hyperoxic exposure has long-term effects on lung function and causes persistent alveolar simplification in mice^18,19^. We assessed the ontogeny of cellular senescence at different stages of postnatal lung development to study whether senescence participates in normal lung alveolarization and maturation. In addition, lung senescence was assessed at different developmental time points after neonatal hyperoxia to determine whether hyperoxia modifies this ontogeny. Furthermore, we employed p21 (Cdkn1a) knockout mice and a selective p21 inhibitor UC2288 to determine the pathway underlying senescence during postnatal lung development and after neonatal hyperoxia. Finally, we reduced lung senescent cells using the senolytic cocktail quercetin/dasatinib at different developmental stages to evaluate the role of senescence in postnatal lung development and hyperoxia-induced lung injury. Here, we show that early programmed senescence orchestrates postnatal lung development. In contrast, neonatal hyperoxia-induced senescence causes lung alveolar and vascular simplification.

## Results

### Neonatal hyperoxia increases senescence in the alveolar stage

Senescence-associated β-galactosidase (SA-β-gal) activity is a commonly used biomarker for senescence and is detectable at pH 6.0 in senescent cells. Thus, we measured SA-β-gal activity at pnd3, pnd7, pnd10 and pnd60 in lungs of mice exposed to hyperoxia for 3 days as neonates. These time points were chosen to represent the end of saccular stage (pnd3), peak of alveolarization (pnd7-pnd10), and adulthood (pnd60). In normoxia, lung SA-β-gal activity was reduced at pnd7, pnd10 and pnd60 as compared to pnd3 (Fig. 1a, b). Neonatal hyperoxia for 3 days significantly increased lung SA-β-gal activity at both pnd7 and pnd10 (Fig. 1a, b). Loss of nuclear lamin b1 is also considered as a biomarker of senescence^20,21^. In air-exposed control mice, the number of lung cells lacking nuclear lamin b1 was reduced at pnd7, pnd10 and pnd60, compared to those at pnd3 (Fig. 1c, d). Neonatal hyperoxia caused loss of nuclear lamin b1 in mouse lungs at pnd7 (Fig. 1c, d). However, neonatal hyperoxia did not affect the expression of nuclear lamin b1 at pnd3, pnd10, or pnd60 in mice, compared to corresponding air groups (Fig. 1c, d). Increased nuclear lamin b1 loss was also observed in the lungs of premature human infants requiring mechanic ventilation compared to control subjects (Supplementary Fig. 1).

**Fig. 1:**
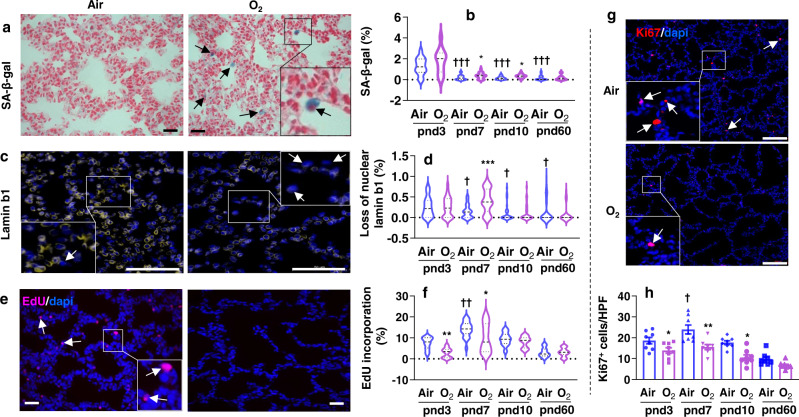
Lung senescence is observed in neonatal hyperoxia-exposed mice. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O_2_) for 3 days. Some mice were then allowed to recover in room air until pnd60 (**a**–**d**, **g**, **h**). **a** SA-β-gal activity was detected by cytochemistry using X-gal as a substrate, and nuclei were stained with nuclear fast red in mouse lungs. Representative images of SA-β-gal staining in mouse lungs at pnd7. Arrows denote SA-β-gal positive cells (blue). **b** Cells positive for SA-β-gal were counted and normalized to total numbers of nuclei in the lung. **c** Immunofluorescence was performed to determine expression of lamin b1. Representative images of lamin b1 staining in mouse lungs at pnd7. Arrows denote cells lacking nuclear lamin b1. **d** Cells lacking nuclear lamin b1 were counted and normalized to total numbers of nuclei in the lung. **e**, **f** Mice were intraperitoneally injected with EdU before sacrifice, and lung tissues were stained using the Click-iT EdU Proliferation Kit for proliferation. **e** Representative images of EdU staining as shown in red in mouse lungs at pnd3. **f** EdU positive cells were counted and normalized to total numbers of nuclei detected by DAPI in the lung. **g**, **h** Immunofluorescence was performed to detect Ki67 expression in mice exposed to hyperoxia as neonates. **g** Representative images of Ki67 staining as shown in red in mouse lungs at pnd3. **h** Numbers of Ki67 positive cells were counted in 3 randomly selected high-power fields (HPF) for each sample in the lung. Bar size: 25 µm in panels (**a**, **c**, **e**), and 100 µm in panel **g**. Data are expressed as mean ± SEM. *N* = 8–10 mice per group. Source data are provided as a Source Data file. One‐way ANOVA followed by Tukey post-test was used for multiple comparisons. ^†^*P* < 0.05, ^†††^*P* < 0.001 vs air group at pnd3; *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding air group.

Senescence is inversely related to proliferation^22^. Thus, we determined whether neonatal hyperoxia alters proliferation in lung cells. Mice were injected with 5-ethynyl-2´-deoxyuridine (EdU) before sacrificing, and incorporated EdU into newly synthesized DNA in proliferative cells was measured using a Click-iT EdU Cell Proliferation kit. We also performed Ki67 staining to detect proliferation in all stages of cell division (except G0). As shown in Fig. 1e–h, cell proliferation was increased at pnd7 as compared to pnd3 under normoxia, and then reduced afterwards. Neonatal hyperoxia significantly reduced proliferation in lung cells at pnd3 and pnd7. The percentage of proliferative cells was not significantly altered by hyperoxic exposure at pnd60 after air recovery (Fig. 1f–h). All these results suggest that lung senescence occurs in newborn mice, is then dramatically reduced during the saccular stage, and that neonatal hyperoxia increases lung cellular senescence at the accelerated phase of alveolarization.

### No sex difference in hyperoxia-induced lung cellular senescence

Male sex is associated with increased severity of BPD in humans and hyperoxic lung injury in mice^23,24^. Therefore, we compared lung senescence between male and female mice exposed to hyperoxia as neonates. As shown in Supplementary Fig. 2, neonatal hyperoxia caused similar levels of lung cellular senescence in both male and female mice, as indicated by increased SA-β-gal activity, nuclear loss of lamin b1, and reduced proliferation. There were no significant differences in SA-β-gal activity, nuclear loss of lamin b1, or reduced proliferation between male and female mice exposed to hyperoxia as neonates (Supplementary Fig. 2). These results demonstrate that there is no sex difference in hyperoxia-induced lung cellular senescence.

### Neonatal hyperoxia increases lung p21 expression and p53 phosphorylation

Although senescence can be mediated by the p53/p21and p16/Rb pathways, p21 is a main mediator of embryonic senescence^12,13,25^. Thus, we first determined lung p21 expression by qRT-PCR and immunofluorescence in mice exposed to hyperoxia as neonates. As shown in Fig. 2a, hyperoxic exposure significantly increased *Cdkn1a (p21)* mRNA expression in mouse lungs at pnd3, which remained elevated at pnd7 but less so. Similarly, the number of p21 positive cells was significantly increased in the lung of mice exposed to hyperoxia as neonates at both pnd3 and pnd7 (Fig. 2b, c). Although levels of total p53 protein in the lung were not altered by neonatal hyperoxia at any postnatal day (Fig. 2d, e), hyperoxia increased phosphorylation of p53 at S18, both at pnd3 and pnd7 (Fig. 2f). In addition, p53 phosphorylation at S18 was significantly increased in cells isolated by flow cytometric cell sorting based on C_12_FDG, a substrate of SA-β-gal, staining from hyperoxia-exposed mice at pnd7 (Fig. 2g). Neonatal hyperoxia did not alter *Cdkn2a (p16)* gene expression in mouse lungs at any postnatal day (Fig. 2h).

**Fig. 2:**
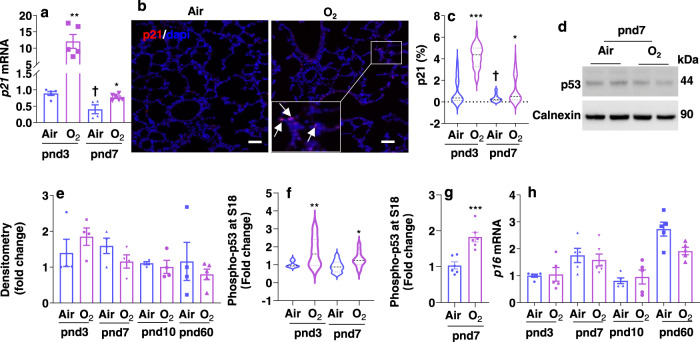
Neonatal hyperoxia increases p21 expression and p53 phosphorylation in mouse lungs. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O_2_) for 3 days. Some mice were then allowed to recover in room air until pnd60. **a** *p21* mRNA was measured using qRT-PCR in mouse lungs at pnd3 and pnd7. **b** Immunofluorescence was performed to determine expression of p21 protein. Representative images of p21 staining (red) in mouse lungs at pnd7. Arrows denote p21 positive cells. Bar size: 25 µm. **c** Cells positive for p21 were counted and normalized to total numbers of nuclei in the lung. **d** p53 protein levels were determined by Western blot in mouse lungs at pnd7. **e** Histogram shows p53 protein levels by hyperoxic exposure in mouse lungs at pnd3, pnd7, pnd10 and pnd60. **f** Phosphorylation of p53 at serine 18 was measured by ELISA in mouse lungs at both pnd3 and pnd7. **g** Phosphorylation of p53 at serine 18 was measured by ELISA in C_12_FDG sorted lung cells at pnd7. **h** *p16* mRNA was measured using qRT-PCR in mouse lungs at pnd3, pnd7, pnd10 and pnd60. Data are expressed as mean ± SEM. *N* = 4–6 mice per group. Source data are provided as a Source Data file. ^†^*P* < 0.05 vs air group at pnd3. One-way ANOVA followed by Tukey post-test was used for multiple comparisons (**a**, **c**, **e**, **f**, **h**), while *t*-test was used in panel (**g**). *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding air group.

To determine whether p21 and phosphorylation of p53 (S18) positive cells are senescent, we performed dual immunofluorescence to determine their colocalization with lamin b1. The numbers of p21/phosphorylation of p53 (S18) positive cells were increased in hyperoxia at pnd7, and these cells lacked nuclear lamin b1 (Supplementary Fig. 3a–d), suggesting senescence in p21 and phosphorylation of p53 (S18) positive cells.

Increased phosphorylation of p53 is associated with apoptosis in neonatal lungs exposed to hyperoxia^26^. Therefore, we determined the colocalization of phosphorylation of p53 (S18) with biomarkers of apoptosis in the lung of mice exposed to hyperoxia as neonates at pnd7. As shown in Supplementary Fig. 3e–h, neonatal hyperoxia increased expression of cleaved caspase-3 and annexin V proteins compared to air group. Interestingly, no colocalization of phosphorylation of p53 (S18) with cleaved caspase-3 or annexin V was observed in the lung of mice exposed to hyperoxia (Supplementary Fig. 3e–h), suggesting that increased phosphorylation of p53 (S18) and apoptosis occurs in different cells. Altogether, these results indicate that hyperoxia activates the p53/p21 pathway, leading to lung cellular senescence in neonatal mice.

### Neonatal hyperoxia causes lung DNA damage

DNA damage is able to trigger cellular senescence by activating the DNA damage response (DDR)^27^. The DDR signaling or repair proteins are assembled rapidly around damage sites, and form DNA damage foci. DNA damage foci are commonly detected by fluorescence microscopy detecting the phosphorylated form (Ser139) of the histone variant H2AX (γH2AX) and p53-binding protein 1 (53BP1)^28^. We therefore stained for γH2AX and 53BP1 in the lung of neonatal mice exposed to hyperoxia. As shown in Fig. 3a, b, neonatal hyperoxia increased γH2AX signal at pnd3. However, lung γH2AX signal was not altered at pnd7 or pnd10 in mice exposed to hyperoxia compared to air groups (Fig. 3b). Lung 53BP1 signal was also increased at pnd3 in mice exposed to hyperoxia (Fig. 3c). There were no changes in 53BP1 signal at any other time point (Fig. 3c). We then measured lung 8-oxo-2’-deoxyguanosine (8-oxo-DG), a marker of oxidative DNA damage, in mice exposed to hyperoxia as neonates, since oxidative stress is a known trigger for senescence^29^. As shown in Figs. 3d, 8-oxo-DG signal was increased in lungs of mice exposed to hyperoxia as neonates at both pnd3 and pnd7, suggesting that this oxidative signal may trigger lung cellular senescence.

**Fig. 3:**
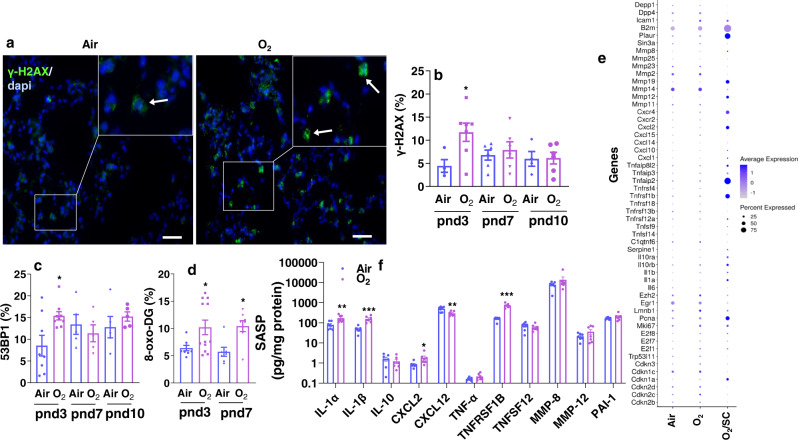
Neonatal hyperoxia increases DNA damage and SASP expression in mouse lungs. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O_2_) for 3 days. Some mice were then allowed to recover in room air until pnd10. **a** Immunofluorescence was performed to determine expression of γH2AX. Representative images of γH2AX staining as shown in green in mouse lungs at pnd3. Arrows denote γH2AX foci. Bar size: 25 µm. **b** Cells positive for γH2AX were counted and normalized into total numbers of nuclei detected by DAPI in mouse lungs at pnd3, pnd7, and pnd10. **c** Immunofluorescence was performed to determine expression of 53BP1. Cells positive for 53BP1 were counted and normalized into total numbers of nuclei detected by DAPI in the lungs. **d** Immunofluorescence was performed to determine expression of 8-oxo-DG. Cells positive for 8-oxo-DG were counted and normalized into total numbers of nuclei detected by DAPI in mouse lungs at pnd3 and pnd7. **e** scRNA-seq was performed in lung single cell suspensions without C_12_FDG sorting from air and hyperoxia (O_2_)-exposed mice^19^, as well as in C_12_FDG-sorted lung single cells from hyperoxia group (O_2_/SC) at pnd7. Dot size is proportional to the percentage of cells expressing each gene. **f** Luminex assay was performed to evaluate the levels of SASP factors in whole lungs at pnd7. Data are expressed as mean ± SEM. *N* = 5–7 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding air group.

### Neonatal hyperoxia induces senescence-associated secretory phenotype (SASP)

SASP is associated with senescent cells wherein those cells secrete high levels of inflammatory cytokines, immune modulators, growth factors, and proteases. Therefore, we first revisited our recent published data on single-cell RNA sequencing (scRNA-seq) in mouse lung at pnd7^19^. 

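The scRNA-seq data at pnd7 came from 1 library of lung cells from air-exposed mice and 1 library of lung cells from hyperoxia-exposed mice, neither sorted on C12FDG. Newborn mice were kept in air or in 95% O2 for 3 days, and the paper's text does not give the number of mice in either library. The cells were encapsulated with the 10x Genomics Chromium system, in which each mRNA molecule carries a unique molecular identifier, so that copies made by PCR are counted once. The deposited values are these molecule counts per gene and barcode, without normalization and before the filter on genes and mitochondrial reads that the paper's methods give. The air library held 4243 barcodes with 29873688 counts and the hyperoxia library 2664 barcodes with 26295355 counts. After the filter of the methods was applied, 2308 air cells with 16648251 counts and 1246 hyperoxia cells with 13576172 counts were left. Most of the barcodes removed had too few genes, 1914 in air and 1387 in hyperoxia. The median was 3915 counts and 1809 genes per cell in air, against 7119.5 counts and 2668 genes per cell in hyperoxia. Hemoglobin genes, which come from red blood cells, took 39.2% of the counts of all air barcodes and 37.6% of those of all hyperoxia barcodes. In the filtered cells, these shares were 3.38% and 2.22%. Counts were summed over the cells of a library and divided by the sum of all their counts, scaled to CPM, with an exact Poisson interval. Ratios of CPM are given on the log2 scale with an interval from the binomial distribution of one library's counts given the total of both. Where a library held 0 counts, the ratio is a bound computed with 3 counts in their place. All intervals are at 95% and cover counting error only. With 1 library per condition there is no spread between replicates, so no test across mice could be made and no p-value is given.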

There were no significant changes in gene expression of proteases (Mmp2, Mmp8, Mmp11, Mmp12, Mmp14, Mmp19, Mmp23, and Mmp25), chemokines (Cxcl1, Cxcl2, Cxcl10, Cxcl14, and Cxcl15), chemokine receptors (Cxcr2 and Cxcr4), or cytokines (Il1α, Il1β, Il6, Il10rα, Il10rβ, and Tnf superfamily) between air and hyperoxia exposed groups (Fig. 3e) in this dataset. 

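The 27 genes followed for this comparison are the proteases, chemokines, chemokine receptors and cytokines named in the text and, for the Tnf superfamily, the members listed in Supplementary Data 1 and 3. Over all filtered cells, their median log2 ratio of CPM between the hyperoxia and the air library was 0.08, and the medians of the lower and upper limits of the genes were -0.20 and 0.37. The median of all 12591 genes with at least 100 counts was -0.02. Of 10000 random lists of 27 genes with similar mean expression, 97.6% had a lower median, which describes these 2 libraries and is not a test across mice. The counts of the 27 genes added together gave a log2 ratio of -0.02, from -0.05 to 0.02. Beyond counting error, 7 genes were higher and 7 were lower in hyperoxia. The protease Mmp12 had 129 counts in hyperoxia and 29 in air, a log2 ratio of 2.45, from 1.86 to 3.08. For the chemokine Cxcl10, with 77 counts in hyperoxia and 25 in air, the ratio was 1.92, from 1.25 to 2.63. Both lay among the 5 highest ratios of all genes with at least 100 counts. Cxcl14 was lower in hyperoxia, at -0.72, from -1.11 to -0.34. Il6 (-0.44, from -0.97 to 0.09) and Il1a (0.42, from -0.13 to 0.97) were within counting error. Thinning each cell to 1000 counts moved the median of the list most, to 0.28. This is within the medians of the genes' limits, which are not an interval on the median of the list. In Supplementary Data 8, where the paper took cells as the replicates of its test, 0 of these 27 genes are listed. That list holds 43 genes, and the paper's text does not say which genes entered the test. Absence from it is thus no test result for a gene.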

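C12FDG is a substrate of β-galactosidase that becomes fluorescent when it is cleaved, so that sorting on it enriches cells with high activity of the enzyme. The lungs of 3 hyperoxia-exposed mice were pooled, sorted and sequenced as a single library, and no sorted library from air-exposed mice was used here. The library held 569 barcodes with 8006284 counts. Of the barcodes removed by the filter on genes and mitochondrial reads, 66 had under 700 genes, none had over 8000 genes and 39 had 5% or more of their counts from mitochondrial genes, some of them failing on both. The mitochondrial genes counted are the 2 ribosomal RNAs, since the deposited features include no mitochondrial protein gene, so the share is not that of all mitochondrial transcripts. After the filter, 493 cells remained with 7880365 counts in all. A wider filter, from 500 to 8000 genes and under 10% mitochondrial counts, left 528 cells, and all barcodes without a filter moved the number most, to 569. The median of the 493 cells, 15529 counts and 3618 genes per cell, is higher than that of either unsorted pnd7 library. Some of the comparisons with those libraries were also made with each cell thinned to the same number of counts, which weighs the cells alike. Ratios of single genes and ratios within clusters of cells are given without thinning only. Hemoglobin genes made up 0.0013% of the counts of the sorted cells. Sorting, the depth per cell and the mix of cell types all differ between this library and the unsorted ones, and each library stands for a whole condition. The paper took the unsorted libraries from its earlier published dataset, so the experiment differs as well.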

We then performed scRNA-seq on lung senescent cells that were isolated from hyperoxia-exposed mice at pnd7 by flow cytometric cell sorting based on C_12_FDG staining. As expected, the expression of senescence biomarkers *p21*, *Plaur* (uPAR)^30^ and *B2M* (β2-microglobulin)^31^ was significantly increased in C_12_FDG sorted cells compared to cells from air-exposed lungs (Fig. 3e; Supplementary Data 1). Furthermore, there was a significant increase in expression of *Mmp19, Cxcl2, Cxcr4, Tnfrsf1b*, and *Tnfaip2* genes in C_12_FDG sorted cells at pnd7 (Fig. 3e; Supplementary Data 1). 

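Cdkn1a, the gene of p21, had 867 counts in the C12FDG-sorted cells, a CPM of 110 with an interval of 103 to 118. In the unsorted air cells it had 186 counts and a CPM of 11.2, from 9.62 to 12.9, and the log2 ratio was 3.30, from 3.07 to 3.54. The unsorted hyperoxia cells stood between them with a CPM of 21.3. Plaur had a CPM of 441 in sorted cells and 54.1 in air cells, a log2 ratio of 3.03 with an interval from 2.92 to 3.13. B2m had 1010 CPM in sorted cells and 451 CPM in air cells, and its log2 ratio of 1.16 lay between 1.12 and 1.21. These ratios compare whole libraries with different cell types. When macrophage-like cells of the sorted library were compared with macrophage-like cells of the air library, the log2 ratio was 1.93 for Cdkn1a, from 1.49 to 2.40, it was 0.66 for Plaur, from 0.50 to 0.82, and it was 0.20 for B2m, from 0.12 to 0.29. Against macrophage-like cells of the unsorted hyperoxia library, Cdkn1a and Plaur were higher in sorted cells by 0.59 and 0.76 on the log2 scale, while B2m stood at -0.17, from -0.25 to -0.08, beside a median of -0.21 for all 4989 genes with at least 100 counts in that comparison. In Supplementary Data 1, the paper's value for Plaur is 0.905 and that for B2m is 0.682, as differences of log2(mean + 1) after SCTransform, and Cdkn1a is not among the 10 genes listed there.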

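Cxcl2 had the largest ratio of the 5 genes, with 16547 counts in C12FDG-sorted cells and 407 in air cells, and a log2 ratio of 6.42, from 6.28 to 6.57. Its CPM was 2100 in the sorted library and 24.4 in the air library. The log2 ratio to air was 4.42 for Mmp19 (from 4.19 to 4.65), 3.84 for Tnfaip2 (from 3.75 to 3.93), 2.73 for Cxcr4 (from 2.58 to 2.88) and 2.39 for Tnfrsf1b (from 2.27 to 2.50). Together with the senescence biomarkers Cdkn1a, Plaur and B2m, the 8 genes had a median log2 ratio of 3.16, and their median limits were 2.99 and 3.33. The median of all 11851 genes with at least 100 counts was -0.59, so that the 8 genes stand higher still relative to the other genes. SCTransform on the merged pnd7 libraries moved this result most among the alternatives set in advance, to a difference of log2(mean + 1) of 1.38, which is another scale. The paper named these 8 genes as raised in these same libraries, so their high median follows from the choice and is no separate support. The 27 SASP genes, which include 5 of them, had a median of 1.11, from 0.92 to 1.72. Of these 27, 17 were higher and 6 were lower in sorted cells beyond counting error. Within macrophage-like cells, the ratios were smaller. The median of the 8 genes was 1.5 against air, from 1.22 to 1.79, with 8 of 8 genes above 0, and 0.83 against unsorted hyperoxia, from 0.67 to 0.98, with 7 of 8 genes above 0. Cxcl2 remained the gene with the largest ratio in both, at 4.41 and 3.33. Cluster 22 of the integrated data gave the largest median of the macrophage-like clusters against unsorted hyperoxia, 3.04, while cluster 15 gave 0.86 and cluster 11 gave 0.45. These clusters make up different shares of the macrophage-like cells of each library. From the increase of these genes in sorted cells over cells from air-exposed lungs, together with the SASP proteins measured by Luminex assay, the paper proposes that SASP factors are induced in senescent cells of hyperoxia-exposed neonatal mice.

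**Figure D1:**
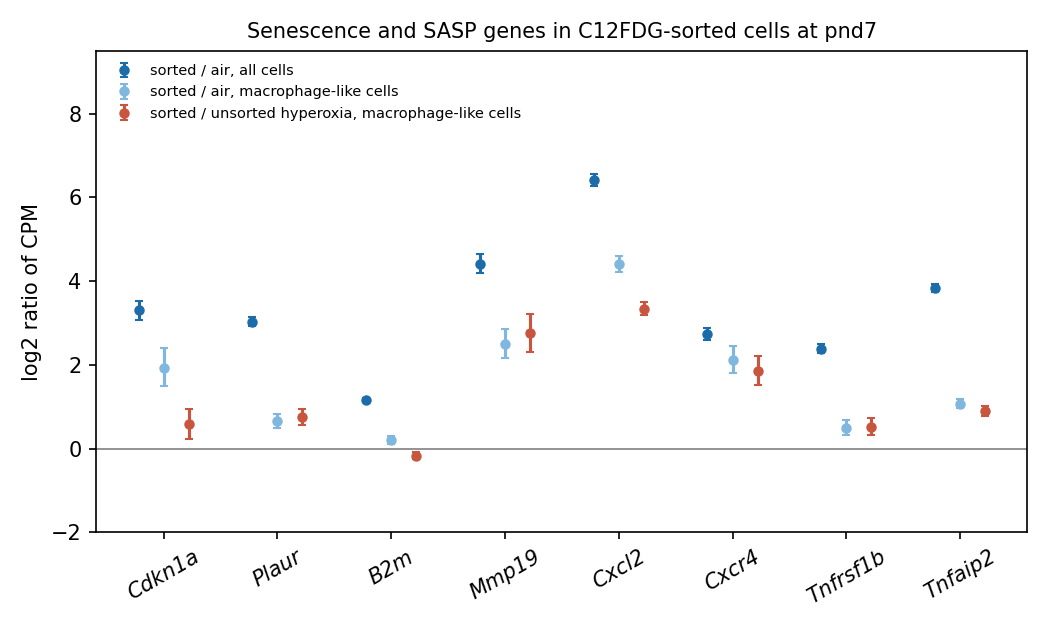
Log2 ratio of CPM (y axis) of the 8 senescence and SASP genes (x axis) between the C12FDG-sorted library and an unsorted library at pnd7, 1 library per condition. Points give the ratio and bars its 95% counting interval, for all cells against air (dark blue), macrophage-like cells against air (light blue) and macrophage-like cells against unsorted hyperoxia (red). For all cells the points lie between 1.16 and 6.42, and B2m, against unsorted hyperoxia within macrophage-like cells, has the only ratio below 0 (-0.17).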

Finally, we performed a commercially available Luminex assay to evaluate levels of selected proteins encoded by the above genes, including cytokines (IL-1α, IL-1β, IL-10, Tnf-α, Tnfrsf1b, and Tnfsf12), chemokines (Cxcl2 and Cxcl12), proteases (MMP-8 and MMP12) and a protease inhibitor (PAI-1). As shown in Fig. 3f, levels of IL-1α, IL-1β, Cxcl2, Cxcl12 and Tnfrsf1b were significantly increased in the lung of mice exposed to hyperoxia compared to air. This suggests that SASP factors are induced in senescent cells from neonatal mice exposed to hyperoxia.

### Hyperoxia causes cell-specific senescence in the lung

The lung is composed of over 40 cell types. To determine whether hyperoxia mediated lung senescence is cell-specific, we analyzed the scRNA-seq data in C_12_FDG sorted cells at pnd7. 

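To place the sorted cells among the lung cell types, the 5 deposited libraries were normalized one by one with SCTransform, integrated on 3000 features and clustered on 50 dimensions at a resolution of 2 in Seurat, the settings of the methods. This gave 47 clusters. The Mouse Cell Atlas reference was not used here, so clusters were named from a fixed list of marker genes of 14 cell classes, none of which is among the SASP, M1 or M2 genes. A marker counted as raised in a cluster when its CPM was at least 2 times that of the other cells, with 10 CPM added to both. The candidate for a cluster was the class with most markers among the 10 genes with the highest fold, where immunoglobulin genes and Jchain counted for B cells. It gave the cluster its name when at least 3 of its markers were raised and no other class with 3 or more raised had a larger share of its markers raised. Where these 10 genes held no marker, the candidate was the class with the largest share raised, which needed at least 5 markers raised and a share at least 2 times that of any other class. A cluster whose candidate fell short was left unnamed, even where another class had more markers raised. Cluster 25 is such a case: Igha_1 and Jchain were among its 10 genes, so B cells were the candidate, with 0 of 6 markers raised, while 7 macrophage markers were raised. The thresholds were set after the clusters had been seen. The names describe likeness to a class (macrophage-like, type II-like) and do not carry over to the paper's cluster numbers, which cannot be matched to these clusters. Cells were also classed in 2 other ways, by Leiden clustering without integration and, with no clustering, by the summed counts of the markers in each cell.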

After filtering and cell state annotations in Seurat, there were 493 C_12_FDG positive senescent cells of various types, including macrophages (454 cells), type II cells (8 cells), type I cells (8 cells), mesenchymal cells (5 cells), endothelial cells (3 cells), and 15 other immune cells. Moreover, there was a significant difference in SASP gene expression among different types of senescent cells in the lung of hyperoxia-exposed mice at pnd7 (Supplementary Fig. 4a), which is confirmed by the Wilcoxon rank sum test comparing gene expression across the Seurat clusters of the senescent cells (Supplementary Data 2–3).

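Of the 493 sorted cells, 152 fell in the macrophage-like clusters 11, 15 and 22, which is 30.8% with an exact Clopper-Pearson interval of 26.8% to 35.1%. The type II-like clusters held 28 cells, the type I-like cluster 10, the endothelial-like clusters 6, the mesenchymal-like clusters 5, the clusters of other immune cells 68 and those of other epithelial cells 2. The remaining 222 cells, 45.0% of the library, were in clusters without a name, of which cluster 25 alone held 128. In the air and hyperoxia libraries at pnd7, 24.1% and 15.4% of the cells had no name. The way of classing changed the macrophage count more than counting error did. Clustering without integration gave 462 macrophage-like cells, 93.7% of the library, and classing each cell by its own markers gave 427, or 86.6%. At a resolution of 1 on the integrated data the count was 280. Without integration there were 8 type II-like cells, 9 type I-like, 4 mesenchymal-like, 2 endothelial-like and 6 other immune cells. Of the 128 sorted cells in cluster 25, 126 had the macrophage class by their own markers. Of the 28 cells in the type II-like clusters, 14 of the 16 in cluster 4 were likewise of the macrophage class, and these 16 cells together had a median of 3366 counts per cell. The paper counts 454 macrophages among its 493 cells, from label transfer with the Mouse Cell Atlas.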

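Among the sorted cells, the counts of the 27 SASP genes summed differed by cell class. SASP genes summed had 6372 CPM in the 152 macrophage-like cells (from 6275 to 6470) and 7879 CPM in the 68 other immune cells (from 7704 to 8057). The values were lower in the 28 type II-like cells, at 1839 CPM (from 1679 to 2010), in the 6 endothelial-like cells, at 1470 CPM (from 1269 to 1695), and in the 5 mesenchymal-like cells, at 1535 CPM (from 1269 to 1841). The 222 cells in clusters without a name had 3990 CPM, from 3925 to 4055. These clusters mix cell types. By their own markers, 48 of the 68 cells in clusters of other immune cells, 15 of the 28 in type II-like clusters and 1 of the 6 in endothelial-like clusters were of the macrophage class, and without integration 63 of the 68 were macrophage-like, so most cells of that class have macrophage markers. The differences exceed the counting error, but each class comes from the same pool of mice and the smaller classes hold few cells. Within the macrophage-like cells the sum was not even. It was 14408 CPM in cluster 22, against 3518 CPM in cluster 15 and 3279 CPM in cluster 11.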

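The sorted cells with macrophage markers were spread over several clusters of the integrated data, whose numbers are not those of the paper. The macrophage-like clusters 15, 22 and 11 held 90, 44 and 18 sorted cells, and all 152 of these had the macrophage class by their own markers as well. Clusters 25, 23, 17 and 41 had no name and held 128, 42, 35 and 12 sorted cells, of which 126, 37, 30 and 12 were of the macrophage class. Cluster 13, named after other immune cells, held 37 sorted cells, 31 of them of that class, and all 11 sorted cells of the immune cluster 2 were of that class too. The median depth of the sorted cells differed between these clusters. It was 16734.5 counts per cell in cluster 15, 15538.5 in cluster 25, 25781 in cluster 23 and 2632 in cluster 17. Over the cells of all libraries, the genes that set cluster 23 apart included those of dividing cells, such as Mki67 and Top2a, and in cluster 17 they included hemoglobin genes and Rn7sk. Without integration, 44 sorted cells lay in a macrophage-like cluster of 95 cells, also with Mki67 and Top2a among its leading genes. The paper describes senescent cells as no longer dividing. Whether the sorted cells in these clusters divide was not tested, so sorting by itself does not settle that they are senescent.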

Since the majority of C_12_FDG positive cells are macrophages, we further investigated the characteristics of these macrophages and identified six Seurat clusters, including clusters 13, 15, 16, 17, 21, and 23 that contained these cells. Macrophages may change their polarization status once they acquire a senescence-like phenotype or when exposed to SASP factors^32^. Thus, we wanted to evaluate polarization phenotype of these clusters using M1 markers (Il1α, Il1β, Il6, Nos2, Tlr2, Tlr4, Cd80 and Cd86) and M2 markers (Csf1r, Mrc1, Pparg, Arg1, Cd163, and Pdcd1lg2). As shown in Supplementary Data 4, clusters 13 and 15 highly expressed M2 markers, while cluster 23 exhibited a mixed M1/M2 phenotype. 

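Counts of the 8 M1 markers and of the 6 M2 markers were added together in the sorted cells of each cluster. M2 markers summed had 1351 CPM in cluster 22 (from 1265 to 1441), 993 CPM in cluster 11 (from 891 to 1104) and 869 CPM in cluster 15 (from 823 to 917), and M1 markers summed had 1181 CPM in cluster 22, 585 CPM in cluster 11 and 642 CPM in cluster 15. Cluster 22 was thus high in both sums. Its Cd86 was 371 CPM and its Csf1r 648 CPM, against 7.73 CPM and 54.1 CPM in cluster 15. The clusters also differed in their leading genes, which included C1qa, C1qb and C1qc in cluster 22 and Chil3 and Plet1 in clusters 11 and 15. Differences of these sums between clusters therefore do not by themselves show a change of polarization. Mrc1, the M2 marker with the most counts, had 782 CPM in cluster 11, 731 CPM in cluster 15 and 652 CPM in cluster 22. The unnamed cluster 25 had 551 CPM of Mrc1 and the unnamed cluster 41 had 734 CPM, and cluster 41 had the largest sum of M1 markers of these clusters, 2345 CPM, which came mainly from Il1b at 1089 CPM and Il1a at 857 CPM. Several markers were too low to compare between clusters. Nos2 had 1 count in cluster 25 and 0 counts in clusters 11, 15, 22 and 41. The highest value of Arg1 in these clusters was 6.44 CPM, that of Cd163 was 8.77 CPM and that of Pdcd1lg2 was 4.08 CPM.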

Other clusters did not specifically express M1 or M2 markers (clusters 16 and 21) or showed reduced expression of a M1 marker Cd86 (cluster 17). These results indicate that specific macrophage subpopulations change their polarization status towards M2 phenotype when expressing senescence markers.

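Whether sorted macrophage-like cells hold more M2 marker RNA than unsorted ones was read from the same class of cells in each library. The 6 M2 markers together had 1013 CPM in the 152 sorted cells and 1514 CPM in the 87 unsorted hyperoxia cells (M2 markers summed), a log2 ratio of -0.58, from -0.67 to -0.49. The median of all genes in this comparison was also below 0, but nearer to it. The ratio stayed below 0 in each of the alternatives. Its largest shift was to -1.26 without integration, which compares cells that lie in largely different clusters: of the 462 sorted cells, 371 were in a cluster with 2 of the 36 hyperoxia cells, and 19 of these 36 were in a cluster with 0 sorted cells. Against the 155 air cells, at 1343 CPM, the ratio was -0.41, from -0.49 to -0.32. Of the 6 markers, 5 were lower in sorted than in unsorted hyperoxia cells beyond counting error and none was higher. The result differed by cluster, being -1.13 in cluster 22 (from -1.27 to -0.99), -0.32 in cluster 11 (from -0.51 to -0.13) and -0.06 in cluster 15 (from -0.25 to 0.14). Cluster 22 had C1qa, C1qb and C1qc among its 10 genes with the highest fold. Without integration, clusters with these leading genes were split by library. At pnd7, 1 held 19 hyperoxia and 0 sorted cells, and another held 47 sorted and 0 hyperoxia cells. The counts of the 8 M1 markers together were higher in the sorted cells, by 0.93 on the log2 scale, from 0.78 to 1.08, but the genes did not move as a group. Of the 7 with enough counts for a ratio, 3 were higher and 1 was lower beyond counting error, and their median was 0.39, with median limits of -0.55 and 1.53. Tlr2 had 440 CPM against 179 CPM and Cd86 had 103 CPM against 30.1 CPM. The paper's comparison is another one, between clusters of the sorted library, and from the clusters with M2 markers it concludes that specific macrophage subpopulations shift towards the M2 phenotype when they express senescence markers.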

Senescent macrophages display a deficit in phagocytosis, whereas healthy macrophages are able to clear senescent cells by phagocytosis^33–35^. Therefore, we evaluated whether the macrophages recovered using the scRNA-seq after C_12_FDG sorting lost their markers of phagocytosis. 

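The 22 genes that Supplementary Data 6 lists from the phagocytosis pathways were compared between sorted and unsorted macrophage-like cells. Against unsorted hyperoxia, their median log2 ratio was -0.18, and the medians of the lower and upper limits were -0.32 and 0.14. Of the 22 genes, 7 were higher and 9 were lower in sorted cells beyond counting error. Random lists of similar mean expression had a lower median in 41.0% of draws. Against air, the median was -0.12, from -0.26 to 0.11, with 6 genes higher and 9 lower. The counts added together fell by 0.41 on the log2 scale against unsorted hyperoxia, a sum in which Actb alone had 40754 counts in the sorted cells. Within the clusters the median was 0.12 in cluster 15, -0.19 in cluster 22 and -0.29 in cluster 11, each with limits on both sides of 0. Beyond counting error, 6 genes were higher and 6 lower in cluster 15, and 3 were higher and 3 lower in cluster 22. Cluster 11, with 18 sorted cells, leaned to lower values, with 1 gene higher and 7 lower. Under the alternatives the median ranged from -0.21 to 0.0075. The median is near 0 because the genes went both ways, so it decides nothing about a loss of phagocytosis genes.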

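Sftpc, which encodes surfactant protein C, is the most abundant of the 8 type II cell genes followed here. In the type II-like cells it took 16.2% of the counts in the sorted library, 18.7% in air and 20.2% in unsorted hyperoxia. The cells behind these shares differ. The median type II-like cell had 50162 CPM of Sftpc in the sorted library, 148654 CPM in air and 199477 CPM in unsorted hyperoxia. By their own markers, 15 of the 28 sorted cells in type II-like clusters were of the macrophage class. In macrophage-like cells, Sftpc took 0.0028% of the counts in the sorted library, from 0.0022% to 0.0036%. Its share was 0.244% in air and 0.175% in unsorted hyperoxia. RNA set free in the suspension adds counts of an abundant gene to every droplet, so the cells of other classes give the background of the same library. In unsorted hyperoxia, Sftpc took 0.0199% of the counts of endothelial-like cells and 0.112% of those of mesenchymal-like cells, and in air these shares were 0.258% and 0.0973%. Single cells carry much of some of these shares. Without the cell with most Sftpc, the share fell to 0.128% in macrophage-like, 0.114% in endothelial-like and 0.0261% in mesenchymal-like cells in air and to 0.0177% in mesenchymal-like cells in unsorted hyperoxia. With every cell thinned to 1000 counts, Sftpc was found in 43.2% of macrophage-like cells in air, 33.3% in unsorted hyperoxia and 2.63% in the sorted library, and in 31.8%, 26.1% and 16.7% of endothelial-like cells, the last being 1 of 6 sorted cells. Before thinning, their median depths were 10334, 12450 and 16433.5 counts for the macrophage-like cells and 4556.5, 5143 and 19541 for the endothelial-like cells. The 1 sorted endothelial-like cell with Sftpc held all 7044 counts of its class, and 1 sorted mesenchymal-like cell held 4793 of 4794. Without these cells, the shares in the sorted library were 0% and 0.0023%, the latter from 1 count, so that the share in the sorted macrophage-like cells of these clusters cannot be set apart from the background of its own library. The backgrounds of the unsorted libraries come from other suspensions and do not serve for it. The classing of cells decided this value. Over the 427 sorted cells with the macrophage class by their own markers, Sftpc took 0.0538%, and without integration the share was 0.161%. Of these 427 cells, 1 cell in the type II-like cluster 3 (sorted cell 355), with 24476 counts in all, held 2254 of the 3690 Sftpc counts, and without it the share was 0.0210%, from 0.0200% to 0.0221%. At least 2000 CPM of Sftpc was found in 31 cells, which held 94.0% of its counts. Without sorted cell 355, the other 30 held 1214 counts, 84.5% of those left. None of the 31 was in a macrophage-like cluster, 14 were in the type II-like cluster 4 and 16 in the unnamed cluster 17. The 30 cells had a median of 3132 counts per cell and at most 7591, against a median of 16273 in the 396 cells below 2000 CPM. A limit in CPM takes in shallow cells on few Sftpc counts. The macrophage markers summed came to 5720 CPM in sorted cell 355, 4985 CPM in the 30 cells and 5783 CPM in the 396. The other 7 type II genes summed came to 3093 CPM in the 31 cells, 847 CPM in the 30 cells and 43.7 CPM in the 396. In cluster 17, SASP genes summed had 2613 CPM, and in cluster 4 they had 2179 CPM.

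**Figure D2:**
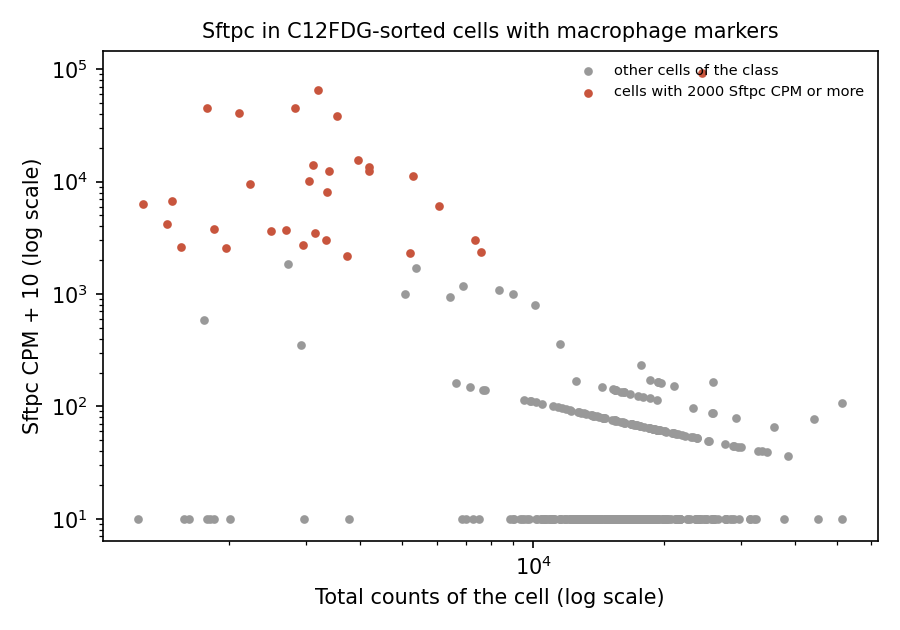
Sftpc CPM plus 10 (y axis, log scale) against the total counts of the cell (x axis, log scale) for the 427 C12FDG-sorted cells with the macrophage class by their own markers, each point 1 cell. Cells with 0 Sftpc counts sit at 10. The 31 cells with 2000 CPM or more (red) lie at low total counts, except sorted cell 355 with 24476, which holds 2254 of the 3690 Sftpc counts.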

Interestingly, as shown in Supplementary Data 3, 5, 6, specific cell clusters (e.g., cluster 13) co-expressed biomarker genes of type II cells and SASP factors as well as genes regulating phagocytosis suggesting that healthy macrophages are engulfing type II cells. Further exploration with immunohistochemistry revealed co-localization of a macrophage marker F-40/80 with pro-SPC in the lung of mice exposed to hyperoxia as neonates at pnd7 (Supplementary Fig. 4b). This suggests that certain macrophages engulf and ingest senescent type II cells in the lung of mice exposed to hyperoxia as neonates.

We next performed immunofluorescence to validate cell-specific senescence in hyperoxia-exposed mouse lungs at pnd7. As shown in Supplementary Fig. 5a, we did not observe p21 colocalization with a type I cell biomarker Hopx in the lung of hyperoxia-exposed mice at pnd7. Similarly, Hopx^+^ cells did not exclude nuclear lamin b1 in the lung of both air and neonatal hyperoxia-exposed mice at pnd7 (Supplementary Fig. 5b). Furthermore, there was no senescence in endothelial cells, as indicated by absence of colocalization of p21 with an endothelial cell biomarker vWF, as well as absence of lamin b1 exclusion in vWF^+^ cells, in the lung of mice exposed to hyperoxia as neonates at pnd7 (Supplementary Fig. 5c, d). This confirms that there was no senescence in lung type I or endothelial cells in the lung of neonatal hyperoxia-exposed mice.

We then carried out immunofluorescence using a type II cell biomarker pro-SPC or a mesenchymal cell biomarker vimentin in combination with lamin b1 and p21 at pnd7. As shown in Fig. 4, hyperoxic exposure caused nuclear loss of lamin b1 in pro-SPC^+^ cells. The number of p21^+^/pro-SPC^+^ cells was significantly increased in the lung of mice exposed to hyperoxia. We also observed increased p21 signal and loss of nuclear lamin b1 in vimentin^+^ mesenchymal cells (Fig. 5a–d). Secondary crest myofibroblasts play important roles in mediating alveologenesis^36^. To study whether these cells are senescent, we performed immunofluorescence of a secondary crest myofibroblast biomarker Pdgfra with lamin b1 and p21. As shown in Fig. 5e–h, neonatal hyperoxia caused nuclear loss of lamin b1 in Pdgfra^+^ cells. The number of cells colocalizing p21 and Pdgfra was significantly increased in the lung of mice exposed to hyperoxia. Altogether, these results suggest that neonatal hyperoxia causes senescence in lung type II cells and Pdgfra^+^ secondary crest myofibroblasts.

**Fig. 4:**
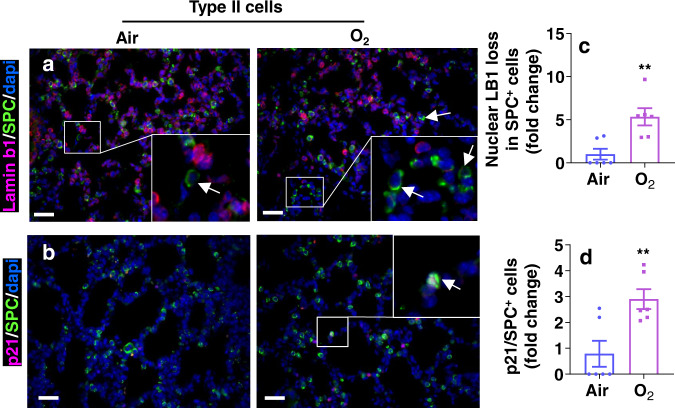
Neonatal hyperoxia increases senescence markers in lung type II cells. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O_2_) for 3 days followed by air recovery until pnd7. **a**, **b** Immunofluorescence was performed to determine co-localization of p21 and loss of nuclear lamin b1 with pro-SPC (SPC) in the lung. Cells lacking nuclear LB1 but positive for SPC (**c**), or p21^+^/SPC^+^ (**d**) were counted and normalized to total numbers of nuclei. Arrows denote nuclear loss of lamin b1 in SPC^+^ (**a**), or p21^+^/SPC^+^ (**b**) cells^.^ Bar size: 50 µm. Data are expressed as mean ± SEM. *N* = 5–7 mice per group. Source data are provided as a Source Data file. *t*-test was used for comparison. **P < 0.01 vs air group.

**Fig. 5:**
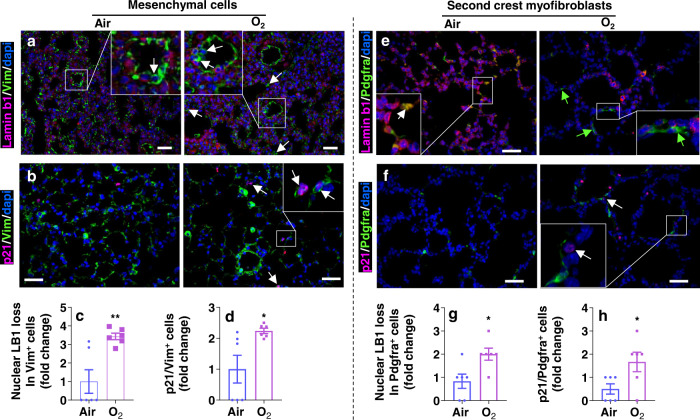
Neonatal hyperoxia increases senescence markers in Pdgfra^+^ mesenchymal cells. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O_2_) for 3 days followed by air recovery until pnd7. **a**, **b** Immunofluorescence was performed to determine co-localization of p21, and loss of nuclear lamin b1 (LB1) with vimentin in the lung. Cells without nuclear LB1 but positive for vimentin (Vim, **c**), or p21^+^/Vim^+^ (**d**) were counted and normalized to total numbers of nuclei. **e**, **f** Immunofluorescence was performed to determine co-localization of p21 and loss of nuclear lamin b1 with Pdgfra in the lung. Bar size: 50 µm. Cells lacking nuclear LB1 but positive for Pdgfra (**g**), or p21^+^/Pdgfra^+^ (**h**) were counted and normalized to total numbers of nuclei. Arrows denote nuclear loss of lamin b1 in Vim^+^ (**a**), p21^+/^Vim^+^ (**b**), nuclear loss of lamin b1 in Pdgfra^+^ (**c**), or p21^+^/Pdgfra^+^ (**d**) cells^.^ Data are expressed as mean ± SEM. *N* = 5–7 mice per group. Source data are provided as a Source Data file. *t*-test was used for comparison. *P < 0.05, **P < 0.01 vs air group.

### Neonatal hyperoxia results in senescence in Sox9 positive cells

The transcription factor Sox9 expressed in the epithelium promotes proper branching morphogenesis and lung repair after injury, and it is drastically reduced in mouse lung after birth^37–40^. We therefore evaluated whether hyperoxia causes senescence in Sox9 positive cells at pnd7. As shown in Supplementary Fig. 6a–f, neonatal hyperoxia increased Sox9 expression but also caused senescence in Sox9^+^ cells. Interestingly, *Sox9* gene expression exhibited a 58% reduction in senescent type II cells isolated from mice exposed to hyperoxia compared to those in non-senescent type II cells isolated from air control (Supplementary Fig. 6g). We also detected the colocalization of Sox9 with pro-SPC or Pdgfra in the lung of neonatal hyperoxia-exposed mice at pnd7. As shown in Supplementary Fig. 7a, b, colocalization of Sox9 with pro-SPC was reduced in the lung of mice exposed to hyperoxia as neonates compared to air group. Although hyperoxia reduced Pdgfra expression, there was no colocalization of Sox9 with Pdgfra in the lung of both air and hyperoxia-exposed mice at pnd7 (Supplementary Fig. 7c, d). These results demonstrate that neonatal hyperoxia is linked to senescence in Sox9 positive cells but inhibits Sox9 gene expression in senescent type II cells.

### Senescent type II cells cause lung injury via secretory SASP factors

To determine whether hyperoxia-induced senescence leads to lung injury, we isolated senescent type II cells from mice exposed to hyperoxia as neonates at pnd7, and then cultured them for 24 h. As shown in Fig. 6a, pro-SPC^+^ cells accounted for approximately 85% of total isolated cells. The SASP factors, including IL-1α, IL-1β, Cxcl2, Cxcl12, and Tnfrsf1b, were significantly increased in the supernatants from these cells compared to air control (Fig. 6b). We then intranasally injected 20 µl of culture media into neonatal mice at pnd7 and pnd10, and measured mean linear intercept (Lm) and radial alveolar count (RAC) in these mice at pnd14. As shown in Fig. 6c, intranasal administration of supernatants from senescent cells significantly increased Lm and reduced RAC. Additionally, vascular simplification was also observed in the mice intranasally administered with supernatants from hyperoxia-induced senescent cells (Fig. 6d). These results demonstrate that senescent cells contribute to hyperoxia-induced alveolar and vascular simplification through secretory SASP factors.

**Fig. 6:**
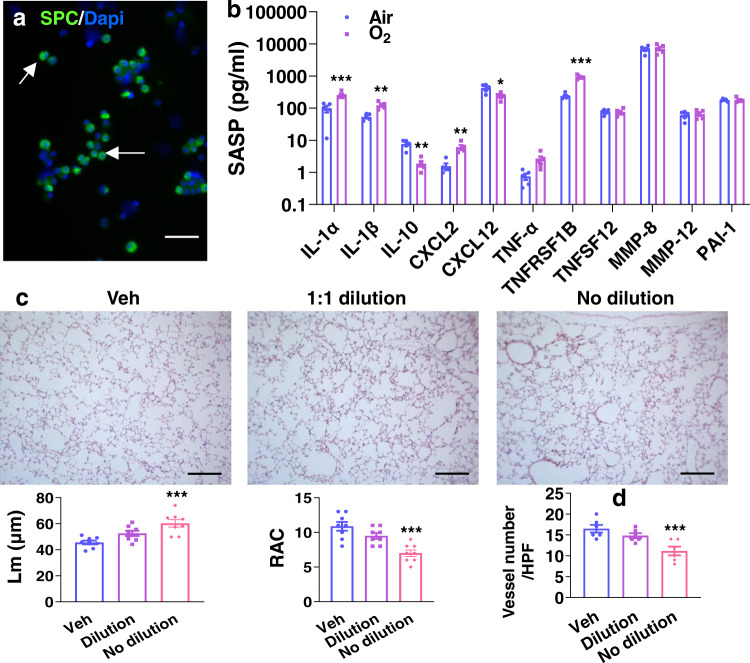
Intranasal administration of supernatants from cultured senescent type II cells causes alveolar and vascular simplification. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O_2_) for 3 days followed by air recovery until pnd7. Senescent type II cells were isolated from these mice through the sorting of pro-SPC and C12FDG positive cells. **a** Immunofluorescence of pro-SPC was performed in these cells after 24 h of culture. Arrows denote pro-SPC positive cells. Bar size: 50 µm. **b** Luminex assay was performed to evaluate the levels of SASP factors in the supernatants. **c**, **d** C57BL/6 J neonatal mice were intranasally injected with 20 μl of culture medium with or without dilution (1-part medium:1-part saline) of cultured cells at pnd7 and pnd10. H&E and vWF staining was performed to measure mean linear intercept (Lm), radial alveolar count (RAC) and number of blood vessels in the lung at pnd14. Bar size: 100 µm. Data are expressed as mean ± SEM. *N* = 5–6 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons (**c**, **d**), while *t*-test was used in panel (**b**). *P < 0.05, **P < 0.01, ***P < 0.001 vs air (**b**) or vehicle (**c**, **d**).

### Treatment with a senolytic cocktail and a selective p21 inhibitor attenuates hyperoxia-induced lung injury

To determine whether reducing senescent cells protects against hyperoxia-induced lung injury, we administered the senolytic cocktail quercetin/dasatinib (2.5 and 5 mg/kg, i.p.) at pnd4 and pnd6 into mice exposed to hyperoxia as neonates. We first determined whether lung senescence markers are reduced by quercetin/dasatinib treatment at pnd7. Increased SA-β-gal seen in neonatal hyperoxia was significantly inhibited by quercetin/dasatinib treatment in a dose-dependent manner (Supplementary Fig. 8a, b). Likewise, administration of quercetin/dasatinib significantly decreased the hyperoxia-induced loss of nuclear lamin b1 in the lung (Supplementary Fig. 8c, d). This suggests that quercetin/dasatinib efficiently reduces lung senescence markers in mice exposed to hyperoxia as neonates.

We next assessed whether treatment with quercetin/dasatinib affects hyperoxia-induced lung injury. At pnd14, lung H&E staining was performed in quercetin/dasatinib-treated mice exposed to hyperoxia as neonates. Neonatal hyperoxia increased the Lm and reduced RAC in mice (Fig. 7a–c). Treatment with quercetin/dasatinib during the saccular stage significantly inhibited the hyperoxia-induced increase in Lm and decrease in RAC in a dose-dependent manner (Fig. 7a–c). Furthermore, neonatal hyperoxia-induced vascular simplification, as indicated by decreased vWF positive blood vessels, was significantly attenuated by quercetin/dasatinib treatment (Fig. 7d, e).

**Fig. 7:**
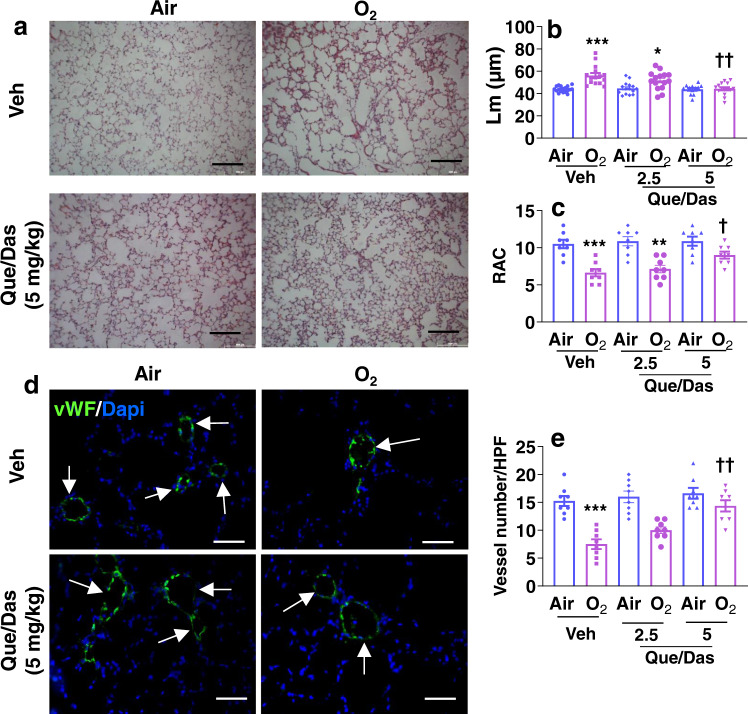
Treatment with a senolytic cocktail during the alveolar stage protects against hyperoxia-induced alveolar and vascular simplification. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O_2_) for 3 days followed by air recovery until pnd7 or pnd14. Quercetin (Que, Q)/dasatinib (Das, D) (2.5 and 5 mg/kg) were intraperitoneally injected into mice at pnd4 and pnd6. **a** H&E staining was performed in the lung of hyperoxia-exposed mice treated with Que/Das (2.5 and 5 mg/kg) at pnd14. Bar size: 100 µm. **b**, **c** Lm and RAC were measured in these lungs. **d**, **e** Immunofluorescence of vWF was performed to count the number of vWF positive blood vessels in the lung. Arrows denote vWF positive blood vessels. Bar size: 50 µm. Data are expressed as mean ± SEM. *N* = 7 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding Air group. ^†^*P* < 0.05, ^††^*P* < 0.01 vs corresponding Veh/O_2_ group.

Since hyperoxia increased p21, we determined the role of p21 in hyperoxia-mediated senescence and lung injury. We administered a specific p21 inhibitor UC2288 (2 and 5 mg/kg) into mice at pnd4 and pn6. As shown in Fig. 8a–d, UC2288 administration significantly inhibited *p21* gene expression, SA-β-gal activity and loss of nuclear lamin b1 in the lung in response to hyperoxia exposure. Hyperoxia-induced alveolar simplification was also attenuated by UC2288 in a dose-dependent manner (Fig. 8e, f). Additionally, hyperoxia-induced reduction in vWF positive blood vessels was significantly restored by UC2288 treatment (5 mg/kg) (Fig. 8g). Altogether, reducing senescence markers during the alveolar stage inhibits hyperoxia-induced alveolar and vascular simplification.

**Fig. 8:**
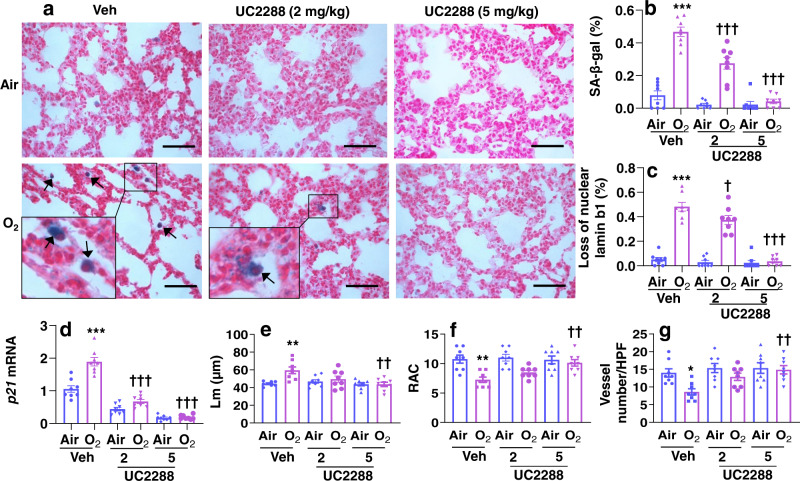
UC2288 treatment during the alveolar stage reduces senescence makers and protects against hyperoxia-induced alveolar and vascular simplification. C57BL/6 J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O_2_) for 3 days followed by air recovery until pnd7 or pnd14. UC2288 (2 and 5 mg/kg) were intraperitoneally injected into mice at pnd4 and pnd6. **a**–**c** SA-β-gal activity and loss of nuclear lamin b1 were assessed in the lung at pnd7. Bar size: 50 µm. **d** *p21* gene expression was measured by qRT-PCR in the lung at pnd7. **e**, **f** H&E staining was performed in the lung of hyperoxia-exposed mice treated with UC2288 at pnd14. Lm and RAC were measured in these lungs. Bar size: 25 µm. **g** Immunofluorescence of vWF was performed to detect the number of vWF positive blood vessels in the lung. Data are expressed as mean ± SEM. *N* = 6–8 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding Air group. ^††^*P* < 0.01, ^†††^*P* < 0.001 vs corresponding Veh/O_2_ group.

### Lung senescent cells are decreased during the saccular stage

Since lung cellular senescence was reduced in the alveolar stage (pnd7) compared to the saccular stage (pnd3) (Fig. 1), we wanted to evaluate the dynamic changes in senescence during postnatal saccular stage under normoxic conditions. As shown in Fig. 9a, b, lung SA-β-gal activity peaked at pnd0 and was drastically reduced from pnd0 to pnd3. Similarly, loss of nuclear lamin b1 and *p21* gene expression was also dramatically decreased during the saccular stage of lung development (Fig. 9c, d). There were no changes in *p16* gene expression in the lung of the pnd0, pnd1 and pnd3 groups (Fig. 9e). These data indicate that lung senescence is a natural phenomenon in newborn mice, which peaks in the saccular stage of postnatal lung development.

**Fig. 9:**
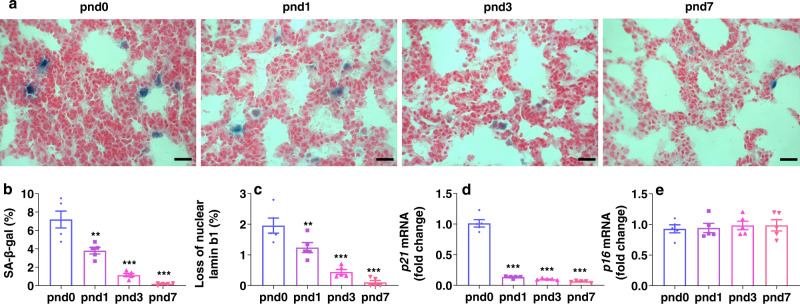
Lung senescence occurs in newborn mice, and this gradually decreases during the saccular stage of lung development. Lung was collected from C57BL/6 J mice at pnd0, pnd1, pnd3 and pnd7 under normoxia. **a**–**c** SA-β-gal activity and lamin b1 staining were performed in the lung. **d**, **e** qRT-PCR was carried out to measure *p21* and *p16* gene expression in the lung. Bar size: 25 µm. Data are expressed as mean ± SEM. *N* = 6 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. **P < 0.01, ***P < 0.001 vs pnd0.

### Characterization of developmentally regulated senescence in the lung

To characterize developmentally regulated senescence in the lung, we first performed immunofluorescence of γH2AX and 53BP1 in the lung during postnatal saccular stage under normoxic condition. As shown in Supplementary Fig. 9a–f, there were no changes in γH2AX or 53BP1 expression in the lung of the pnd0, pnd3 and pnd7 groups. We then evaluated the levels of SASP factors in the lung during postnatal lung development using a Luminex assay. As shown in Supplementary Fig. 9g, there were no changes in IL-1α, IL-1β, Cxcl2, Cxcl12 or Tnfrsf1b in lung homogenates of the pnd0, pnd3 and pnd7 groups under normoxia. The levels of IL-10, TNF-α, MMP-8, and PAI-1 were reduced, while Tnfsf12 and MMP-12 levels were increased at pnd7 compared to pnd0 in the lung (Supplementary Fig. 9g).

Finally, we performed immunofluorescence to detect senescence markers in specific cells. As shown in Supplementary Fig. 10a, b, there were no changes in nuclear lamin b1 loss in pro-SPC positive cells in the pnd0, pnd3 and pnd7 groups under normoxia. The number of cells colocalizing p21 and pro-SPC was also unchanged during the postnatal saccular stage under normoxic condition (Supplementary Fig. 10c, d). Nuclear lamin b1 loss and p21 expression were observed in vimentin positive cells at pnd0, and this was dramatically decreased from pnd0 to pnd7 (Supplementary Fig. 10e, f). There were no changes in senescence markers in Pdgfra positive cells during postnatal lung development (Supplementary Fig. 10g, h). These findings demonstrate that vimentin^+^ mesenchymal cell senescence during postnatal lung development is not a DNA damage-triggered event.

### Reducing senescent cells during the saccular stage disrupts lung development

To determine whether programmed senescence mediated by p21 orchestrates postnatal lung development, we employed *p21* knockout mice. As shown in Fig. 10a, b, lung cellular senescence was reduced in *p21* knockout mice as compared to WT littermates under normoxic condition at pnd4 and pnd7. Deletion of *p21* reduced numbers of alveoli and secondary crests as well as RAC, whereas the Lm was increased in *p21* knockout mice at both time points (Fig. 10d, e). Moreover, the number of vWF positive blood vessels in the lung was reduced in *p21* knockout mice compared to WT littermates at both time points (Fig. 10g).

**Fig. 10:**
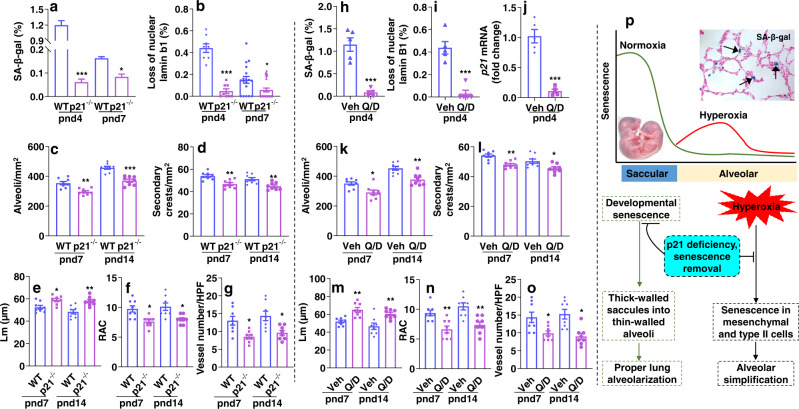
Embryonic deletion of *p21* or treatment with a senolytic cocktail during the saccular stage disrupts lung development. **a**–**f** Lungs from *p21* knockout mice and WT mice were collected at pnd4, pnd7 or pnd14 under normoxia. **a**, **b** Lung SA-β-gal activity and lamin b1 staining were performed, and cells positive for SA-β-gal or without nuclear lamin b1 were counted and normalized to total numbers of nuclei. **c**–**f** H&E staining was performed in the lung at pnd7 and pnd14 to measure number of alveoli and secondary crests, Lm and RAC. **g** Immunofluorescence of vWF was performed to detect the number of vWF positive blood vessels in the lung. **h**–**o** Lungs from C57BL/6 J mice were collected at pnd4, pnd7 or pnd14 under normoxia when they were treated Que/Das (2.5 mg/kg) at pnd1 and pnd3. **h**–**j** SA-β-gal activity, lamin b1 expression, and *p21* mRNA was measured in the lung at pnd4. Cells positive for SA-β-gal or without nuclear lamin b1 were counted and normalized to total numbers of nuclei in the lungs. **k**–**n** H&E staining was performed in the lung at pnd7 and pnd14 to measure number of alveoli and secondary crests, Lm and RAC. **o** Immunofluorescence of vWF was performed to detect the number of vWF positive blood vessels in the lung at pnd7 and pnd14. **p** Schematic figure showing timing of senescence in mediating postnatal lung development and hyperoxic lung injury. Data are expressed as mean ± SEM. *N* = 6–8 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons (**a**–**g**, **k**–**o**), while *t*-test was used in panels (**h**–**j**). *P < 0.05, **P < 0.01, ***P < 0.001 vs corresponding WT (**a**–**g**) or vehicle (**h**–**o**) group.

We further administered the senolytic cocktail quercetin/dasatinib (2.5 mg/kg, i.p.) in WT mice at pnd1 and pnd3, and evaluated lung morphometry. As shown in Fig. 10h–j, administration of quercetin/dasatinib decreased numbers of senescent cells at pnd4, as indicated by reduced SA-β-gal activity, loss of nuclear lamin b1, and *p21* gene expression. This timing of injection led to decreased numbers of alveoli and secondary crests at both pnd7 and pnd14 (Fig. 10k, l). As expected, Lm was decreased and RAC were increased with advancing postnatal gestation in both quercetin/dasatinib-treated and control mice. However, pups treated with quercetin/dasatinib at pnd1 and pnd3 had a greater Lm and a lesser RAC at both pnd7 and pnd14 compared to control pups (Fig. 10m, n). The number of vWF positive blood vessels in the lung was reduced at both pnd7 and pnd14 after quercetin/dasatinib at pnd1 and pnd3 (Fig. 10o). Altogether, these results demonstrate that reducing senescent cells before and during the saccular stage disrupts lung development.

## Discussion

Mouse lungs at birth are structurally similar to human neonates born at 30 to 34 weeks of gestation, when the lung is in the saccular phase of development. Hyperoxic exposure in neonatal mice can be used to mimic the lung injury seen in premature infants with BPD. Allowing for air recovery tests whether the impact of hyperoxia is persistent, hence our model^19^. Here we show that lung cellular senescence is present at birth and reduces to adult levels after pnd3. Reducing numbers of lung cells programmed for senescence during this developmental period disrupts postnatal lung development. Interestingly, neonatal hyperoxia interrupts the normal reduction in developmental senescence by causing a transient increase during the alveolar stage. This leads to alveolar and vascular simplification. These findings document the paradoxical importance of the timing of senescence in mediating saccular remodeling and also hyperoxia-induced alveolar simplification.

Cellular senescence contributes to embryonic development, which is mainly mediated by the p21 pathway^10–13,25^. This is corroborated by our findings that *p21* genetic deletion or pharmacological inhibition reduced developmental and hyperoxia-induced senescence, respectively. The phosphorylation event of p53 at S15 in humans and S18 in mice is able to increase its recruitment on the *p21* promoter, thereby augmenting *p21* gene expression^41,42^. Our recent report showed that *p53* deletion inhibits hyperoxia-induced senescence in cultured lung epithelial cells^15^. Thus, an activated phosphorylated p53/p21 pathway contributes to developmental and hyperoxia-induced lung senescence. There were no changes in *p16* mRNA expression, another marker of senescence, in the lung regardless of hyperoxic exposure or different postnatal time points. This is corroborated by the fact that p16 is not associated with developmental senescence in embryonic kidney or limb^12,13^. Although phosphorylated p53 is associated with increased apoptosis in neonatal lungs exposed to hyperoxia^26^, there was no colocalization of phosphorylated p53 with apoptotic biomarkers in hyperoxia-exposed lung at pnd7. Further studies using transgenic mice with a mutated S18 at p53^43^ are warranted to better understand the role of phosphorylated p53 (ser 18) in regulating neonatal hyperoxia-induced senescence and apoptosis.

It is important to note that SA-β-gal activity can be induced in macrophages incubated with M2-inducing agents^44^. The number of lung M2 macrophages increases postnatally and peaks in the alveolar stage, and this is associated with alveolar formation^45^. This activity may contribute to the increased senescent cells detected by SA-β-gal activity compared to those detected by loss of nuclear lamin b1 that we observed. 

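In the unsorted libraries at pnd7, macrophage-like clusters held 155 of the air cells, which is 6.72% with an interval of 5.73% to 7.81%, and 87 of the hyperoxia cells, or 6.98%, from 5.63% to 8.54%. These shares lie below the lowest of the shares found in the C12FDG-sorted library under any way of classing cells. No sorted library from air-exposed mice was analysed here, so that the enrichment by sorting could not be set against that of control lungs.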

Increased SA-β-gal activity may have also resulted in larger numbers of macrophages isolated by flow cytometric cell sorting based on C_12_FDG staining. M2 macrophages usually have high phagocytic capacity. We noticed that clusters 13 and 15 of macrophages expressed both M2 markers and phagocytosis regulatory genes, suggesting that these subpopulations are polarized into an M2 status for phagocytosis. 

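Across the clusters of sorted macrophage-like cells, M2 markers and phagocytosis genes were measured in the same cells. Compared with the air cells of the same cluster, the M2 markers summed had a log2 ratio of 0.15 in cluster 15 (from -0.03 to 0.33), -0.21 in cluster 11 (from -0.38 to -0.03) and -1.29 in cluster 22 (from -1.44 to -1.15), with 90, 18 and 44 sorted cells against 60, 74 and 21 air cells. For the phagocytosis genes the medians were 0.13 in cluster 15, -0.20 in cluster 11 and 0.09 in cluster 22, each with limits on both sides of 0. In cluster 15, 7 of these genes were higher and 7 were lower in the sorted cells beyond counting error. In cluster 22, 4 were higher and 3 were lower, while in cluster 11, 2 were higher and 6 were lower. The comparison of clusters within the sorted library, which the paper makes, is a different one.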

Interestingly, senescent macrophages can be polarized into M2 phenotype, and activate a pro-fibrotic transcriptional program^34,44^. It is unknown whether these subpopulations also play important roles in mediating lung fibrogenesis in hyperoxia-exposed mice. Further studies are warranted to understand whether the influx of lung macrophages seen in hyperoxia protects the lung by engulfing senescent, apoptotic or necrotic lung cells or are senescent themselves and increase lung injury and fibrosis.

Immunostaining of autopsy samples shows increased triple localization of p21, γH2AX and smooth muscle actin in the airways of infants exposed to 4 days of hyperoxia compared with those who died within 1 day of birth^14^. This suggests that the DDR participates in lung cellular senescence in neonatal hyperoxic injury. Indeed, both γH2AX and 53BP1 are part of the early cellular signaling of DNA injury, and initiate the repair of DNA double-strand breaks. Nevertheless, hyperoxia-exposed neonatal rats have increased lung 8-oxo-DG, which is associated with apoptosis^46^. It is therefore not completely understood whether increased DNA damage results in hyperoxia-induced apoptosis and/or senescence in different cells. No changes in γH2AX or 53BP1 positive cells were observed in the lung during developmentally regulated senescence. This is corroborated by the previous report showing that DNA damage is not associated with developmental senescence in other tissues^13^.

Cellular senescence results in proliferation arrest. Although normal cellular proliferation peaks early in postnatal lung development, the further decline observed with hyperoxic exposure agrees with previous observations^47^. Whether this reduced proliferation is due to the contribution of non-proliferative senescent cells is unclear. Hyperoxia-induced reduction in proliferation at the saccular and alveolar stage could also be due to increased p21 expression^48^. A previous study of mouse forelimb formation demonstrated that a subset of senescent cells lost their senescence hallmarks, and these cells can re-enter the cell cycle and resume proliferation^25^. When the neonatal mice were recovered in air until adulthood, there were no differences in lung cell proliferation between the air and hyperoxia groups. This suggests that the cells with reduced proliferation may have restored their ability to proliferate in the alveolar stage or that there was compensatory proliferation of other cells. Lineage tracing experiments demonstrate that neonatal hyperoxic exposure stimulates type II cell proliferation in the saccular stage^47^. Indeed, a cluster of type II cells highly expressing Malat1, a non-coding RNA gene responsible for proliferation, was highly increased by neonatal hyperoxia^19^. Further studies using lineage tracing experiments would elucidate whether neonatal hyperoxia causes dynamic changes in senescence and proliferation in specific lung cell types during postnatal lung development.

The pulmonary mesenchyme directs lung branching morphogenesis, epithelial differentiation, lineage distinction, vascular development, and alveolar maturation. The interaction between the mesenchyme and the epithelium is essential for lung development and repair^49,50^. We identified that both Pdgfra^+^ secondary crest myofibroblasts and type II cells were senescent after hyperoxic exposure. Type II epithelial cells are precursors of type I cells and can generate vascular mitogens, which are disrupted by neonatal hyperoxia^51^. Therefore, neonatal hyperoxia-induced senescence in these type II progenitor cells may result in lung injury. Sox9 is a stem cell associated transcription factor which plays multiple roles in the lung epithelium during branching morphogenesis^38^. Although Sox9 levels are drastically reduced in mouse lung after birth^37^, neonatal hyperoxia increases lung Sox9 expression in the alveolar stage. Increased Sox9 expression after hyperoxia may represent a compensatory response whereby developmental pathways are reactivated in an attempt to repair the lung^52^. Interestingly, neonatal hyperoxia also caused senescence in Sox9 positive cells but reduced *Sox9* gene expression in senescent type II cells. This would result in diminution of the compensatory effect of Sox9 by preventing the proliferation of progenitor cells through senescence, thereby leading to insufficient repair of the injured lung after hyperoxia. This hypothesis is corroborated by the fact that reducing senescent cells after hyperoxia protected against hyperoxia-induced alveolar simplification. During postnatal development, we did not observe senescence in type II cells or secondary crest myofibroblasts in the lung. Further study is warranted to determine whether senescence in vimentin positive cells contributes to thinning of the lung mesenchymal compartment to accommodate the developing airways and air sacs needed for gas exchange during lung development.

Senescent cells usually release SASP, which reinforces and spreads senescence in host tissues^53,54^. In the present study, neonatal hyperoxia increased SASP factors in senescent cells. This agrees with the in vitro findings that hyperoxic exposure increased levels of PAI-1, IL1-α, IL1-β, IL-6, LAP, and TNF-α in cultured fibroblasts^16^. Although the overall number of senescent cells is small (0.3% of total lung cells) in the lung of mice exposed to hyperoxia, SASP factors secreted from senescent cells are able to exert a paracrine effect and subsequent lung injury by propagating the senescence program as well as inducing inflammation or apoptosis. In contrast, blocking IL-1 or Cxcl2 receptors prevents hyperoxic lung injury^55,56^. Additionally, inhibiting inflammatory responses by quercetin alone (20 mg/kg, i.p.) protects against neonatal hyperoxia-induced alveolar simplification in mice^57^. This is similar to what has been shown previously that transplanting a small number of senescent preadipocytes (1 million cells) into the peritoneal cavity was sufficient to induce physical dysfunction, including reduced maximal walking speed, grip strength and hanging endurance, in young adult mice^54^. Different SASP factor profiles were observed in developmentally regulated senescence compared to hyperoxia-induced senescence. A decrease in TNF-α, MMP-8 and PAI-1 levels paralleled with reduced senescent cells during postnatal lung development, suggesting these factors are released from these senescent cells. Tnfsf12 (Tweak) is a mitogenic and migration factor for endothelial cells which also promotes angiogenesis^58^. Increased extracellular matrix degradation by MMP-12 may further create a microenvironment which allows endothelial cell migration and proliferation induced by Tnfsf12 for vascularization during lung development. Additionally, reducing senescent cells during the saccular stage pharmacologically disrupts lung development, as evidenced in *p21* knockout mice in this study and a previous report^59^. This may further increase the susceptibility to hyperoxia-induced lung injury^59^. These findings demonstrate that developmentally programmed senescence is essential for promoting lung tissue remodeling and development. Given the role of senescent cells in lung development and hyperoxic lung injury, the development of novel senolytics that do not clear developmentally regulated (beneficial) senescence is warranted for treating hyperoxic lung injury, as is careful attention to the timing of use of senolytics to obviate elimination of developmentally regulated senescence.

In conclusion, lung senescence is normally observed in vimentin^+^ mesenchymal cells in the saccular stages of the newborn mouse lung, and this is essential for lung development. Neonatal hyperoxia increases cellular senescence markers, particularly in type II cells, Pdgfra^+^ mesenchymal and immune cells, during the alveolar stage. This process is mediated by the p53/p21 pathway. A hyperoxia-induced senescent phenotype results in alveolar and vascular simplification (Fig. 10p). Our novel findings provide mechanisms underlying postnatal lung development and help guide optimal timing for therapeutic interventions to mitigate neonatal lung injury by reducing senescent cells in the alveolar stage while preserving developmental senescence in the saccular stage.

## Methods

All animal experiments were approved by the Institutional Animal Care and Use Committee of Brown University (IACUC#: 21-08-0003). Utilization of post-mortem human lung samples was approved by the Institutional Review Board (IRB#: 792344-9) of Women and Infants Hospital, Providence RI. Informed consent was obtained from the guardians of the deceased.

### Animals and hyperoxic exposure

Mice were maintained at room temperature and 55-60% humidity on 12 h light/dark cycles with *ad libitum* access to water. Newborn C57BL/6 J (<12 h old) along with their mothers were exposed to room air or hyperoxia (>95% O_2_) for 3 days in an A-chamber (BioSpherix, Redfield, NY)^60,61^. The dams were switched between exposed litters and room air control litters every 24 h in 3 days exposed animals to avoid maternal injury. For time points beyond pnd3, the pups were allowed to recover in room air until time of harvest. Constitutive p21 knockout mice (C57BL/6 background) were purchased from the Jackson (#016565), and housed in room air until time of lung harvest. Mice were monitored daily until sacrifice. At endpoints, mice were euthanized with an intraperitoneal injection of an overdose of ketamine (75 mg/kg) and xylazine (10 mg/kg).

### Drug administration

A combination of quercetin and dasatinib (2.5 mg/kg) was administered through intraperitoneal injection (i.p.) to mice at pnd1 and pnd3 during the saccular stage under normoxic condition. We also injected quercetin/dasatinib (2.5 and 5 mg/kg, i.p.) to mice at pnd4 and pnd6 during the alveolar stage after they were exposed to room air or hyperoxia for 3 days as neonates. Doses of quercetin and dasatinib was chosen based on previous studies showing that they removed senescent cells without developing toxicity^54^. Similarly, we administered a specific p21 inhibitor (UC2288, 2 and 5 mg/kg, i.p., Sigma) to mice at pnd4 and pnd6 after they were exposed to room air or hyperoxia for 3 days as neonates^62^. At pnd4, pnd7 and pnd14, mice were sacrificed and lungs were used for further analysis.

### Lung tissues from premature infants

Human lung samples were obtained from premature infants between 23 and 29 weeks postmenstrual age, who lived 5-15 days and required mechanical ventilation, and controls were premature infants who were not mechanically ventilated and survived less than 24 h^5^. Clinical characteristics of these subjects are shown in Supplementary Table 1.

### SA-β-gal activity assay

Fresh mouse lung samples were embedded in cryosectioning medium (Tissue-Tek OCT) and sliced at 8 µm thickness using a Leica cryostat^63^. Sections were placed on charged slides and kept on dry ice until staining. Lung sections were fixed for 15 min in 0.5% glutaraldehyde, then placed for 16 h in 1 mg/mL X-gal solution (pH 6.0) at 37 °C. Sections were then counter-stained with nuclear Fast Red (Sigma), dehydrated, and mounted in a xylene-based medium. Senescent cells (blue) were counted in a blinded manner and normalized into total nuclei (red) per high-power field in 3–5 images per animal at 400× magnification. The data are expressed as the percentage of SA-β-gal positive cells.

### Immunofluorescence

Lung tissues were embedded and sectioned at 5 µm thickness. Sections were de-paraffinized and subjected to heat-mediated antigen retrieval in a citrate buffer solution (Vector Labs), then incubated with antibodies against lamin b1, p21, Ki67, γ-H2AX, 53BP1, 8-oxo-DG, phosphor-p53, Hopx, vWF, vimentin, pro-SPC, Pdgfra, Sox9, and F4/80 overnight at 4 °C. Antibody information is shown in Supplementary Table 2. Samples were incubated with secondary antibodies for 1 h at room temperature, and then mounted in hard-set mounting medium containing DAPI (Vector Labs). Tyramide signal amplification was employed for dual immunofluorescence using two primary antibodies raised in the same host species. Images were taken using an AxioVision software (v4.8.2) under a Zeiss Axiovert 200 M Fluorescence Microscope. Cells expressing the markers of interest were counted and normalized into total nuclei in 3–5 images per animal at 400× magnification in a blinded manner.

### Quantification of DNA damage foci and DNA oxidation

After immunofluorescence, an ImageJ macro (v1.53t) was used to quantify percentages of cells containing 53BP1, γH2AX, or 8-oxo-DG foci^64^. A threshold is set for what is included in the image for the antibody being studied, so as to not include any background fluorescence in the analysis. The macro then scans the DAPI image. It sets a threshold for nuclear size, not including anything too small to be a nucleus or so large that it might include more than one nucleus. Both images are then overlayed on each other, and the macro scans for co-localization. The output is the number of nuclei containing foci relative to the total number of nuclei in the image.

### Western blot

Cells and lung tissues were homogenized in a tissue grinder with radioimmunoprecipitation assay (RIPA) buffer. Protein levels were measured using a Pierce BCA Protein Assay kit (Thermo Scientific, Rockford, IL, USA). Protein samples (5–15 μg) from lysates were separated on a NuPAGE 4–12% Bis-Tris protein gel (Invitrogen), and separated proteins were electroblotted onto nitrocellulose membranes. The membranes were blocked for 1 h at room temperature with 5% milk, and then probed with 1:1000–1:10000 diluted antibodies to determine the corresponding protein levels. Antibodies used are shown in Supplementary Table 2. After three washing steps (5 min each), the levels of protein were detected using secondary antibodies (1: 5000 dilution in 5% milk in PBS containing 0.1% Tween-20 for 1 h) linked to horseradish peroxidase (Vector Laboratories). The bound complexes were detected by the ChemiDoc Touch Imaging System (BIO-RAD) using the enhanced chemiluminescence method (Millipore). Equal loading of the samples was determined by quantification of proteins as well as by reprobing membranes for the housekeeping control calnexin.

### Measuring phosphorylation of p53

Lung tissue was homogenized or cells were lysed in RIPA buffer containing phosphatase inhibitors. Samples were loaded in duplicate onto a plate, and phosphorylation of p53 was measured using the phosphorylated Ser15 p53 ELISA kit (Cell Signaling #7365) according to manufacturer’s instructions^15^.

### RNA extraction and real-time PCR

Tissue samples were homogenized in a tissue grinder using TRIzol reagent and purified using the RNeasy miniprep kit (Qiagen, Valencia, CA)^60^. RNA samples were quantified with the NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific, Wilmington, DE). Then, 400 nanograms of total RNA in a volume of 20 μl was used for reverse transcription using Taqman Reverse Transcription Reagents (Thermo Fisher Scientific). One microliter of cDNA was used for real-time PCR reactions in the 7300 Real-Time PCR System (Applied Biosystems). All Taqman gene probes were purchased from Thermo Fisher Scientific (see Supplementary Table 2). Gene expression was normalized to 18 s rRNA levels. Relative RNA abundance was quantified by the comparative 2^-ΔΔCt^ method.

### Proliferation assay

For the lung proliferation assay, mice were intraperitoneally injected with EdU (50 mg/kg) once for mice sacrificed at pnd3, pnd7 and pnd10 or for 3 consecutive days in adult mice, and then sacrificed 24 h after the last EdU injection. The Click-iT EdU Cell Proliferation Kit for Imaging, Alexa Fluor™ 647 (Invitrogen) was used to determine proliferation in the lung^61^. Proliferation was quantified by counting EdU-positive cells and total nuclei per field in 3–5 images per animal at 400× magnification using a Zeiss Axiovert 200 M Fluorescence Microscope.

### Luminex assay

Cytokine levels in lung homogenates and cell culture supernatants were measured using a custom R&D systems Murine Premixed Multi-Analyte Kit (R&D Systems, Inc., Minneapolis, MN) and a Luminex 200 Instrument (Luminex Corporation, Austin, TX) according to the manufacturer’s instructions. Samples were stored at −80 °C until the day of analysis when they were then thawed and centrifuged to pellet debris. Levels of TNF-α, IL-1α, IL-1β, Cxcl2/MIP-2, IL-10, Serpin E1/PAI-1, TNFSF12/Tweak, Cxcl12, MMP-8, MMP-12, and TNFRII/TNFRSF1B were measured. Samples were run in duplicate and analyte concentrations were reported in picograms per milliliter (pg/ml). Cytokine concentrations were calculated using a six-point standard curve derived from measurement of serially-diluted standards run in duplicate. Upper and lower limits of detection were individually determined for each analyte, based on the included standards.

### scRNA-seq

At pnd7, lung from hyperoxia-exposed mice was disassociated into single cell, and suspensions from three mouse lungs were pooled as shown in our recent report^19^. The FACS was utilized to sort C_12_FDG positive cells from the lung suspensions. Single cell encapsulation was performed using the Chromium Single Cell Chip G kit on the 10× Genomics Chromium Controller, and single cell cDNA was sequenced by Genewiz on the Illumina Hiseq (2 × 150 bp paired-end runs). 

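The pnd60 libraries come from mice kept in air or 95% O2 for 3 days after birth and studied at 60 days, with 1 unsorted library per group. They held 5128 barcodes with 15906723 counts in air and 5632 barcodes with 18320487 counts in hyperoxia. After filtering, 4397 air cells and 4756 hyperoxia cells remained, with 14744081 and 16533775 counts. The median was 2168 counts per cell in air and 2315.5 in hyperoxia, lower than at pnd7. The paper uses these libraries as controls in the integration and states no expression value from them. In the filtered cells, the shares of hemoglobin counts were 0.296% and 0.117%. The same counts and steps as for the pnd7 libraries were used, and these libraries took part in the joint clustering, where 2.59% and 2.94% of their cells were in clusters without a name.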

We also revisited and mined our published scRNA-seq dataset from hyperoxia- or air-exposed mice at pnd7 and pnd60 as controls^19^. In these datasets, we did not specifically sort C_12_FDG positive cells. Quality control of the data was performed using the R package Seurat v 3.2.1^19^. Briefly, data were filtered to remove doublets and dead cells by retaining cells with between 700 and 8000 genes (nfeatures) and less than 5% of reads of mitochondrial origin. Datasets were integrated using Seurat SelectIntegrationFeatures with nfeatures of 3000 and clustering was performed on 50 dimensions and a resolution of 2. Cell states were identified using Seurat TransferData functions with the Mouse Cell Atlas data as the reference group.

To obtain less granular cell state annotations, the Mouse Cell Atlas cell types were further binned into groupings as follows: Type I and type II cells were left as their own distinct groupings; Ciliated cell’, ‘Dividing cells’, and ‘Club Cell' were assigned to ‘Other epithelial cells’; ‘Alveolar macrophage_Ear2 high’, ‘Alveolar macrophage_Pclaf high’, and ‘Interstitial macrophage’ were assigned to ‘Macrophages’; “Stromal cell_Acta2 high’, ‘Stromal cell_Inmt high’, and ‘Stromal cell_Dcn high’ were assigned to ‘Mesenchymal cells’; ‘Endothelial cell_Tmem100 high’, ‘Endothelial cell_Kdr high’, and ‘Endothelial cells_Vwf high’ were assigned to ‘Endothelial cells’; and ‘Basophil’, ‘T Cell_Cd8b1 high’, ‘B Cell’, ‘Nuocyte’, ‘Conventional dendritic cell_Gngt2 high’, ‘Eosinophil granulocyte’, ‘Plasmacytoid dendritic cell’, ‘Dendritic cell_Naaa high’, ‘Dividing T cells’, ‘NK Cell’, ‘Conventional dendritic cell_H2-M2 high’, ‘Neutrophil granulocyte’, ‘Conventional dendritic cell_Mgl2 high’, ‘Conventional dendritic cell_Tubb5 high’, ‘Dividing dendritic cells’, and ‘Ig-producing B cell’ were assigned to ‘Other immune cells’. SCTransform was used for normalization of all datasets.

Marker genes for the C_12_FDG positive (senescent) cells were identified by comparing them to the pnd7/air and pnd7/hyperoxia group cells without C_12_FDG sorting using Wilcoxon rank sum test, as implemented in Seurat’s FindMarkers function, which makes pairwise comparisons between specific identity classes. In this comparison, the identity classes were the samples originated from pnd7/hyperoxia group C_12_FDG positive cells vs pnd7/hyperoxia group cells without C_12_FDG sorting (Supplementary Data 2), pnd7/C_12_FDG positive cells vs pnd7/air group cells without C_12_FDG sorting (Supplementary Data 7), and pnd7/hyperoxia group cells without C_12_FDG sorting vs pnd7/air group cells without C_12_FDG sorting (Supplementary Data 8). 

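The values of these tables were set beside SCTransform values computed here from the deposited counts of the merged pnd7 libraries, both as differences of log2(mean + 1). For sorted against unsorted hyperoxia cells, 684 of the 685 genes in Supplementary Data 2 were found by symbol and 684 had the same sign, with a Pearson correlation of 0.976 across genes. For sorted against air cells, 755 of 756 genes in Supplementary Data 7 were found, 754 had the same sign and the correlation was 0.971. For unsorted hyperoxia against air, 42 of 43 genes in Supplementary Data 8 were found, all with the same sign, and the correlation was 0.989. Genes of one library are not independent replicates, and the correlations describe the tables only. The medians of the values differed. In Supplementary Data 2 the paper's median is 0.331 and the median here was 0.653, while in Supplementary Data 8 the 2 medians were 0.296 in the paper and 0.269 here. With SCTransform on all 5 libraries, chosen after seeing the data, the median for Supplementary Data 2 was 0.492 and the correlation 0.990, and the median absolute difference from the paper's values was 0.197 instead of 0.421. For Supplementary Data 7 that difference was 0.189 instead of 0.394, and for Supplementary Data 8 it was 0.0401 instead of 0.0545. The paper's test takes the cells of 1 library per group as its replicates, so that its p-values cover differences between cells and not between mice.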

Marker genes for the cell states only within the pnd7 C_12_FDG positive (senescent) cells were identified by using the Wilcoxon rank sum test, as implemented in Seurat’s FindAllMarkers function. This function compared each individual identity class to all other identities in the object. In this comparison, the identity classes were the Seurat clusters (Supplementary Data 9). The SCT assay was used for all of the tests.

Marker genes were binned as being type II marker genes based on our previous study^19^, involved in phagocytosis if they were in ‘R-MMU-2029480’ (Fcgamma receptor dependent phagocytosis), ‘R-MMU-2029485’ (Role of phospholipids in phagocytosis, ‘R-MMU-2029482’ (Regulation of actin dynamics for phagocytic cup formation), or ‘R-MMU-8941413’ (Events associated with phagocytolytic activity of PMN cells) reactome pathways as per BioMaRt^65,66^. All of the code is available at https://zenodo.org/record/7401907.

### Senescent type II cell isolation and culture

Lung type II cell isolation was done by following the methods from Corti et al.^67^ with minor modifications. At pnd7, lungs collected from mice exposed to room air or hyperoxia as neonates were minced and digested with dispase II (Sigma) and DNase I (Sigma). Red blood cells were removed from single cell suspensions using the RBC lysis buffer (Invitrogen). After the depletion of leukocytes with CD45 microbeads (Miltenyi Biotec), type II epithelial cells were positively selected using a FITC anti-mouse SPC antibody (Santa Cruz) and anti-FITC microbeads (Miltenyi Biotec) using the BD FACSAria (BD Bioscience). The purity of isolated cells was assessed by immunofluorescence. The second cell sorting was performed to isolate C_12_FDG positive cells for following culture. Cells were cultured in a 6-well plate with approximately 2 × 10^6^ cells per well with DMEM/F-12 medium containing 10% FBS, glutamine and antibiotics for 24 h. Cells were stained for pro-SPC, while supernatants were collected for further analysis and administration.

### Administration of supernatants from senescence type II cells into neonatal mice

At pnd7 and pnd10, 20 μl of above culture supernatants with or without a 1:1 dilution (1 part supernatant to 1 part saline) were administered intranasally into C57BL/6 J neonatal mice under isoflurane anesthesia. Lung morphometry including Lm and RAC was measured at pnd14.

### Lung morphometry

Non-lavaged mouse lungs were inflated with 1% low melt agarose at a pressure of 20 cm H_2_O, and fixed them with 4% neutral buffered paraformaldehyde^68^. These fixed lungs were embedded in paraffin and sectioned into 5 µm sections using a rotary microtome (MICROM International GmbH), then stained with hematoxylin and eosin. Total alveolar numbers were calculated from the lung midsagittal sections to determine Lm of airspace using the MetaMorphTM software (Molecular Devices). Briefly, ten randomly selected ×10 fields per slide were photographed in a blinded manner, and the images were manually thresholded. The airway and vascular structures were eliminated from the analysis. Respiratory bronchioles partly lined by epithelium were selected. A perpendicular line was drawn from the center of the respiratory bronchiole to the distal acinus (as defined by the pleura or the nearest connective tissue septum). The number of septae intersected by each line was counted as RAC, and a minimum of 10 counts were performed for each animal^69^. Slides were stained for elastin to enhance recognition of secondary crests^70^. Secondary crest volume density was measured using a 130-point contiguous counting grid superimposed on each (×400) image. The data are expressed as the number of secondary crests per field.

### Statistics

Statistical analyses were performed using GraphPad Prism 9.4.0. The results were expressed as mean ± SEM. The *t*-test was used for detecting statistical significance of the differences between means of two groups after checking the normality of data. The statistical significance of the differences among groups was evaluated by using one-way ANOVA for overall significance, followed by Tukey’s multiple comparisons test. Statistical significance was considered existing when *P* < 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The scRNA-seq generated in this study (Mouse Cell Atlas data) have been deposited in the Gene Expression Omnibus database under primary accession code GSE207866. All other data needed to evaluate the conclusions of the study are present in the paper or in the Supplementary files. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Bancalari E, Jain D (2019). Bronchopulmonary dysplasia: 50 years after the original description. Neonatology.

[2] Shennan AT, Dunn MS, Ohlsson A, Lennox K, Hoskins EM (1988). Abnormal pulmonary outcomes in premature infants: prediction from oxygen requirement in the neonatal period. Pediatrics.

[3] Jobe AH (2011). The new bronchopulmonary dysplasia. Curr. Opin. Pediatr..

[4] Thebaud B (2007). Angiogenesis in lung development, injury and repair: implications for chronic lung disease of prematurity. Neonatology.

[5] De Paepe ME (2006). Growth of pulmonary microvasculature in ventilated preterm infants. Am. J. Respir. Crit. Care Med..

[6] Miller JD, Benjamin JT, Kelly DR, Frank DB, Prince LS (2010). Chorioamnionitis stimulates angiogenesis in saccular stage fetal lungs via CC chemokines. Am. J. Physiol. Lung Cell Mol. Physiol..

[7] Jobe AH, Abman SH (2019). Bronchopulmonary dysplasia: a continuum of lung disease from the fetus to the adult. Am. J. Respir. Crit. Care Med..

[8] Doyle LW (2019). Expiratory airflow in late adolescence and early adulthood in individuals born very preterm or with very low birthweight compared with controls born at term or with normal birthweight: a meta-analysis of individual participant data. Lancet Respir. Med..

[9] Mandell EW, Kratimenos P, Abman SH, Steinhorn RH (2019). Drugs for the prevention and treatment of bronchopulmonary dysplasia. Clin. Perinatol..

[10] Rhinn M, Ritschka B, Keyes WM (2019). Cellular senescence in development, regeneration and disease. Development.

[11] Zhao Y (2018). Naked mole rats can undergo developmental, oncogene-induced and DNA damage-induced cellular senescence. Proc. Natl Acad. Sci. USA.

[12] Storer M (2013). Senescence is a developmental mechanism that contributes to embryonic growth and patterning. Cell.

[13] Munoz-Espin D (2013). Programmed cell senescence during mammalian embryonic development. Cell.

[14] Parikh P (2019). Hyperoxia-induced cellular senescence in fetal airway smooth muscle cells. Am. J. Respir. Cell Mol. Biol..

[15] Scaffa AM (2021). Hyperoxia causes senescence and increases glycolysis in cultured lung epithelial cells. Physiol. Rep..

[16] You K (2019). Moderate hyperoxia induces senescence in developing human lung fibroblasts. Am. J. Physiol. Lung Cell Mol. Physiol..

[17] Klimova TA (2009). Hyperoxia-induced premature senescence requires p53 and pRb, but not mitochondrial matrix ROS. FASEB J..

[18] Yee M (2009). Neonatal oxygen adversely affects lung function in adult mice without altering surfactant composition or activity. Am. J. Physiol. Lung Cell Mol. Physiol..

[19] Scaffa A (2021). Single-cell transcriptomics reveals lasting changes in the lung cellular landscape into adulthood after neonatal hyperoxic exposure. Redox Biol..

[20] Freund A, Laberge RM, Demaria M, Campisi J (2012). Lamin B1 loss is a senescence-associated biomarker. Mol. Biol. Cell.

[21] Shimi T (2011). The role of nuclear lamin B1 in cell proliferation and senescence. Genes Dev..

[22] Gorgoulis V (2019). Cellular senescence: defining a path forward. Cell.

[23] Collaco JM, Aherrera AD, McGrath-Morrow SA (2017). The influence of gender on respiratory outcomes in children with bronchopulmonary dysplasia during the first 3 years of life. Pediatr. Pulmonol..

[24] Lingappan K (2013). Sex-specific differences in hyperoxic lung injury in mice: implications for acute and chronic lung disease in humans. Toxicol. Appl Pharm..

[25] Li Y (2018). Embryonic senescent cells re-enter cell cycle and contribute to tissues after birth. Cell Res..

[26] O’Reilly MA (2001). DNA damage and cell cycle checkpoints in hyperoxic lung injury: braking to facilitate repair. Am. J. Physiol. Lung Cell Mol. Physiol..

[27] Feringa FM (2018). Persistent repair intermediates induce senescence. Nat. Commun..

[28] Zhang A, Peng B, Huang P, Chen J, Gong Z (2017). The p53-binding protein 1-Tudor-interacting repair regulator complex participates in the DNA damage response. J. Biol. Chem..

[29] Barnes PJ, Baker J, Donnelly LE (2019). Cellular senescence as a mechanism and target in chronic lung diseases. Am. J. Respir. Crit. Care Med..

[30] Amor C (2020). Senolytic CAR T cells reverse senescence-associated pathologies. Nature.

[31] Poblocka M (2021). Targeted clearance of senescent cells using an antibody-drug conjugate against a specific membrane marker. Sci. Rep..

[32] Behmoaras J, Gil J (2021). Similarities and interplay between senescent cells and macrophages. J. Cell Biol..

[33] Holt DJ, Grainger DW (2012). Senescence and quiescence induced compromised function in cultured macrophages. Biomaterials.

[34] Rabhi N (2022). Obesity-induced senescent macrophages activate a fibrotic transcriptional program in adipocyte progenitors. Life Sci. Alliance.

[35] Rawji KS (2016). Immunosenescence of microglia and macrophages: impact on the ageing central nervous system. Brain.

[36] Li R, Li X, Hagood J, Zhu MS, Sun X (2020). Myofibroblast contraction is essential for generating and regenerating the gas-exchange surface. J. Clin. Invest.

[37] Turcatel G (2013). Lung mesenchymal expression of Sox9 plays a critical role in tracheal development. BMC Biol..

[38] Rockich BE (2013). Sox9 plays multiple roles in the lung epithelium during branching morphogenesis. Proc. Natl Acad. Sci. USA.

[39] Matheu A (2012). Oncogenicity of the developmental transcription factor Sox9. Cancer Res..

[40] Gajjala PR (2021). Dysregulated overexpression of Sox9 induces fibroblast activation in pulmonary fibrosis. JCI Insight.

[41] Loughery J, Cox M, Smith LM, Meek DW (2014). Critical role for p53-serine 15 phosphorylation in stimulating transactivation at p53-responsive promoters. Nucleic Acids Res..

[42] Olsson A, Manzl C, Strasser A, Villunger A (2007). How important are post-translational modifications in p53 for selectivity in target-gene transcription and tumour suppression?. Cell Death Differ..

[43] Chao C, Herr D, Chun J, Xu Y (2006). Ser18 and 23 phosphorylation is required for p53-dependent apoptosis and tumor suppression. EMBO J..

[44] Hall BM (2017). p16(Ink4a) and senescence-associated beta-galactosidase can be induced in macrophages as part of a reversible response to physiological stimuli. Aging (Albany NY).

[45] Jones CV (2013). M2 macrophage polarisation is associated with alveolar formation during postnatal lung development. Respir. Res..

[46] Akduman H (2021). Astaxanthin prevents lung injury due to hyperoxia and inflammation. Comb. Chem. High. Throughput Screen.

[47] Yee M, Buczynski BW, O’Reilly MA (2014). Neonatal hyperoxia stimulates the expansion of alveolar epithelial type II cells. Am. J. Respir. Cell Mol. Biol..

[48] Londhe VA (2011). Hyperoxia impairs alveolar formation and induces senescence through decreased histone deacetylase activity and up-regulation of p21 in neonatal mouse lung. Pediatr. Res..

[49] McCulley D, Wienhold M, Sun X (2015). The pulmonary mesenchyme directs lung development. Curr. Opin. Genet. Dev..

[50] Vila Ellis L, Chen J (2021). A cell-centric view of lung alveologenesis. Dev. Dyn..

[51] Yee M (2006). Type II epithelial cells are critical target for hyperoxia-mediated impairment of postnatal lung development. Am. J. Physiol. Lung Cell Mol. Physiol..

[52] Beers MF, Morrisey EE (2011). The three R’s of lung health and disease: repair, remodeling, and regeneration. J. Clin. Invest..

[53] Coppe JP, Desprez PY, Krtolica A, Campisi J (2010). The senescence-associated secretory phenotype: the dark side of tumor suppression. Annu Rev. Pathol..

[54] Xu M (2018). Senolytics improve physical function and increase lifespan in old age. Nat. Med..

[55] Sue RD (2004). CXCR2 is critical to hyperoxia-induced lung injury. J. Immunol..

[56] Nold MF (2013). Interleukin-1 receptor antagonist prevents murine bronchopulmonary dysplasia induced by perinatal inflammation and hyperoxia. Proc. Natl Acad. Sci. USA.

[57] Maturu P (2018). Quercetin attenuates the hyperoxic lung injury in neonatal mice: Implications for Bronchopulmonary dysplasia (BPD). Food Chem. Toxicol..

[58] Donohue PJ (2003). TWEAK is an endothelial cell growth and chemotactic factor that also potentiates FGF-2 and VEGF-A mitogenic activity. Arterioscler Thromb. Vasc. Biol..

[59] McGrath-Morrow SA, Cho C, Soutiere S, Mitzner W, Tuder R (2004). The effect of neonatal hyperoxia on the lung of p21Waf1/Cip1/Sdi1-deficient mice. Am. J. Respir. Cell Mol. Biol..

[60] Yao H (2019). Fatty acid oxidation protects against hyperoxia-induced endothelial cell apoptosis and lung injury in neonatal mice. Am. J. Respir. Cell Mol. Biol..

[61] Gong J (2021). The pentose phosphate pathway mediates hyperoxia-induced lung vascular dysgenesis and alveolar simplification in neonates. JCI Insight.

[62] Im JH (2020). p21 inhibitor UC2288 ameliorates MPTP induced Parkinson’s disease progression through inhibition of oxidative stress and neuroinflammation. Res. Sq..

[63] Yao H (2012). SIRT1 protects against emphysema via FOXO3-mediated reduction of premature senescence in mice. J. Clin. Invest..

[64] Kreiling JA (2011). Age-associated increase in heterochromatic marks in murine and primate tissues. Aging Cell.

[65] Durinck S, Spellman PT, Birney E, Huber W (2009). Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. Nat. Protoc..

[66] Durinck S (2005). BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. Bioinformatics.

[67] Corti M, Brody AR, Harrison JH (1996). Isolation and primary culture of murine alveolar type II cells. Am. J. Respir. Cell Mol. Biol..

[68] Appuhn SV (2021). Capillary changes precede disordered alveolarization in a mouse model of bronchopulmonary dysplasia. Am. J. Respir. Cell Mol. Biol..

[69] Weibel ER, Gomez DM (1962). A principle for counting tissue structures on random sections. J. Appl Physiol..

[70] Yi M (2004). Opposing effects of 60% oxygen and neutrophil influx on alveologenesis in the neonatal rat. Am. J. Respir. Crit. Care Med..

# Supplementary material for: Timing and cell specificity of senescence drives postnatal lung development and injury
**Source:** Nat Commun. 2023 Jan 17;14:273. doi: 10.1038/s41467-023-35985-4
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplemental Information

### Timing and cell specificity of senescence drives postnatal lung development and injury

Hongwei Yao<sup>1\*</sup>, Joselynn Wallace<sup>2</sup>, Abigail L. Peterson<sup>1</sup>, Alejandro Scaffa<sup>1</sup>, Salu Rizal<sup>1</sup>, Katy Hegarty<sup>1</sup>, Hajime Maeda<sup>1</sup>, Jason L. Chang<sup>1</sup>, Nathalie Oulhen<sup>1</sup>, Jill A. Kreiling<sup>1</sup>, Kelsey E. Huntington<sup>3</sup>, Monique E. De Paepe<sup>4</sup>, Guilherme Barbosa<sup>1</sup>, Phyllis A. Dennery<sup>1,5\*</sup>

**\* These authors jointly supervised this work:**

**Running title:** Senescence in postnatal lung development and injury

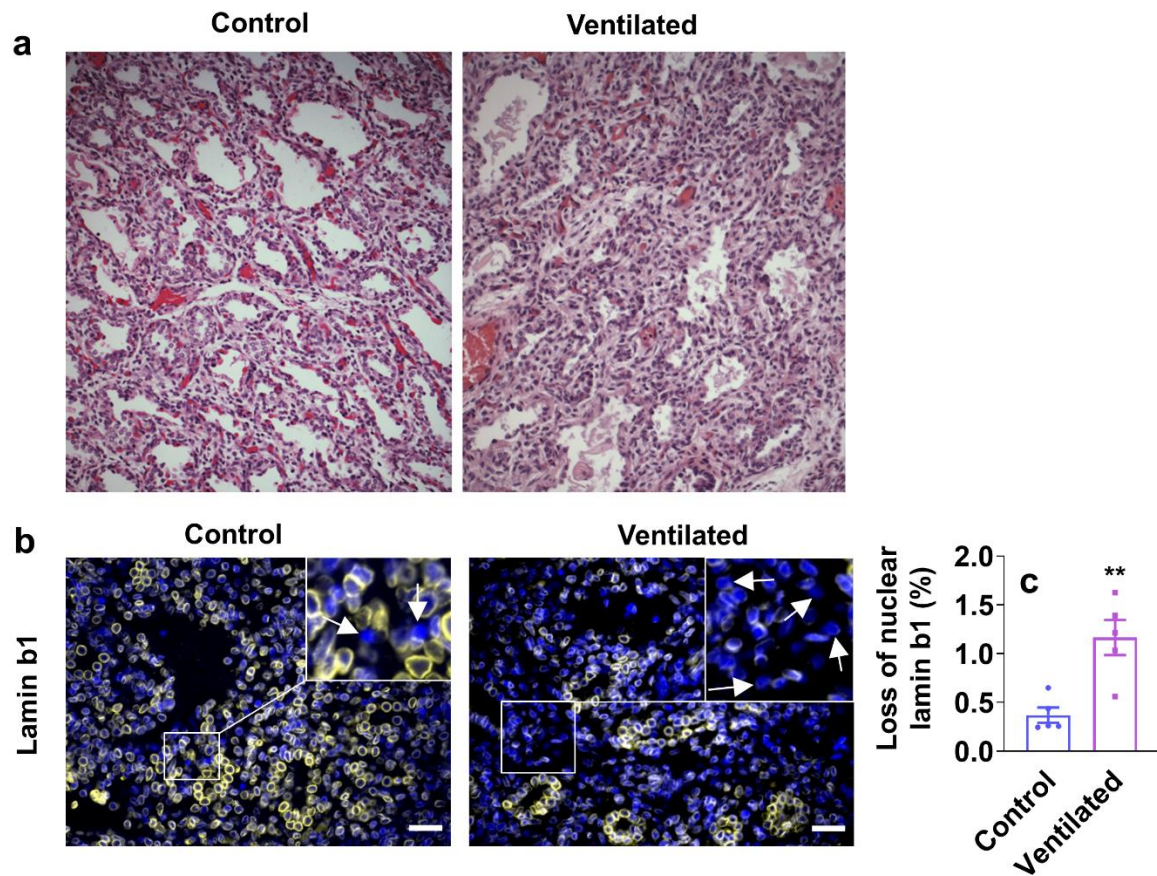

**Supplementary Figure 1. Nuclear lamin b1 loss is increased in premature infants requiring mechanical ventilation.** (a) Lung H&E staining was performed in control infants who born at 24 weeks gestation and lived 3 hours (left), and short-term ventilated infant (born at 24 weeks gestation, lived 10 days) (right). Lungs in control infants are in the late canalicular/early saccular stage of development characterized by relatively large-sized acini, separated by relatively thin septa containing a well-developed capillary network. Compared with control lungs, the septa are wider and more cellular, the more irregular acini are lined by reactive epithelial cells, and filled with alveolar macrophages in short-term ventilated infants. Focal interstitial hemorrhages are also noted. Original magnification  $\times 200$ . (b) Immunofluorescence was carried out to detect lamin b1 expression in lungs of premature infants requiring mechanical ventilation. (c) Cells lacking nuclear lamin b1 were counted and normalized to total numbers of nuclei. Arrows denote cells lacking nuclear lamin b1. Bar size: 25  $\mu\text{m}$ . Data are expressed as mean  $\pm$  SEM. N=5 subjects per group. Source data are provided as a Source Data file. T-test was used for comparison. \*\* $P < 0.01$  vs control group.

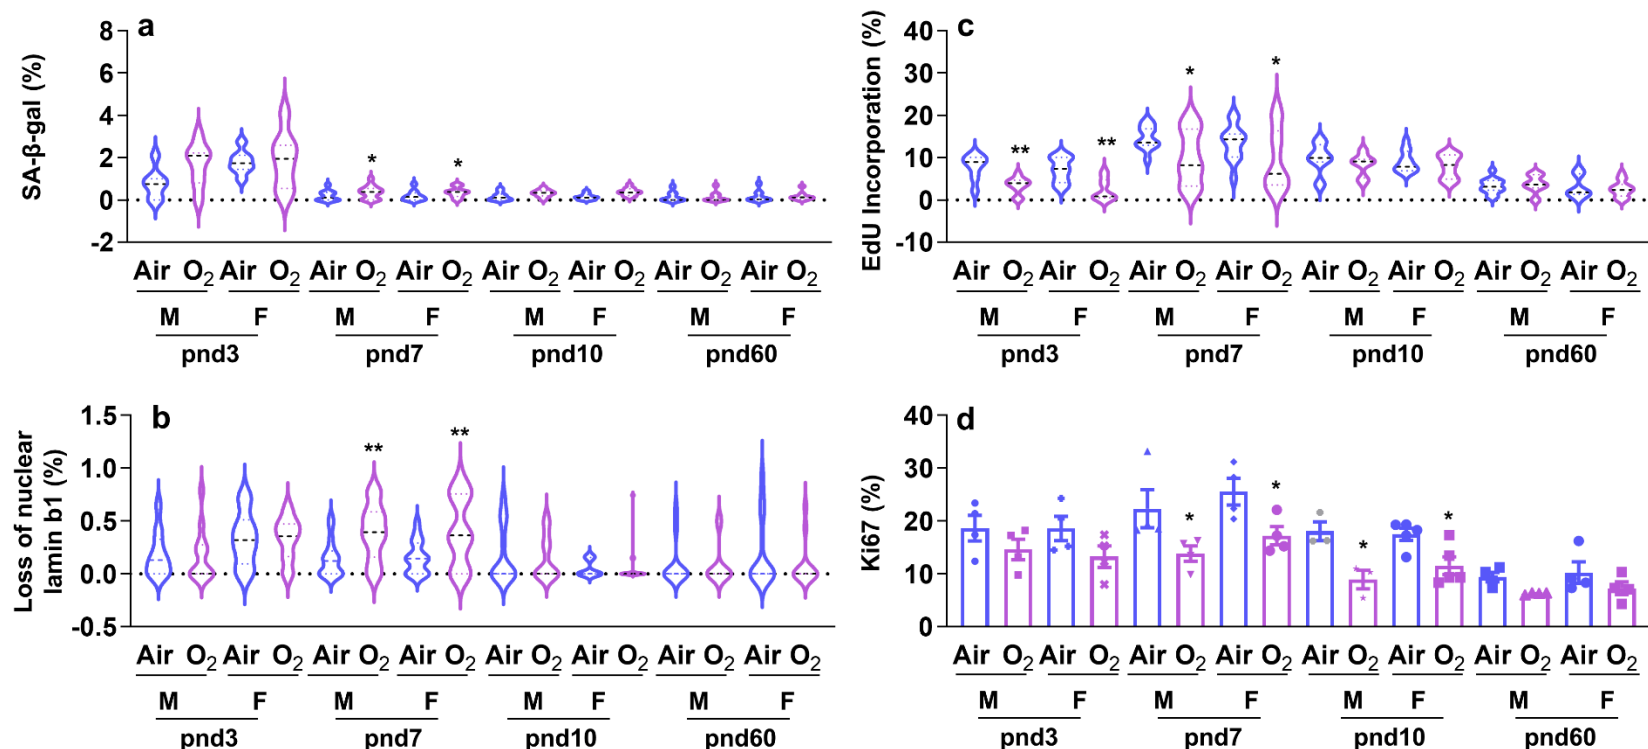

**Supplementary Figure 2. No differences in lung senescence between male and female mice exposed to hyperoxia as neonates.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O<sub>2</sub>) for 3 days followed by air recovery until pnd7, pnd10 and pnd60. Lung SA-β-gal activity (a), lamin b1 immunofluorescence (b), EdU incorporation assay (c) and Ki67 staining (d) were performed in both male and female mice. Data are expressed as mean ± SEM. N=4-5 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. \**P*<0.05, \*\**P*<0.01 vs corresponding air group.

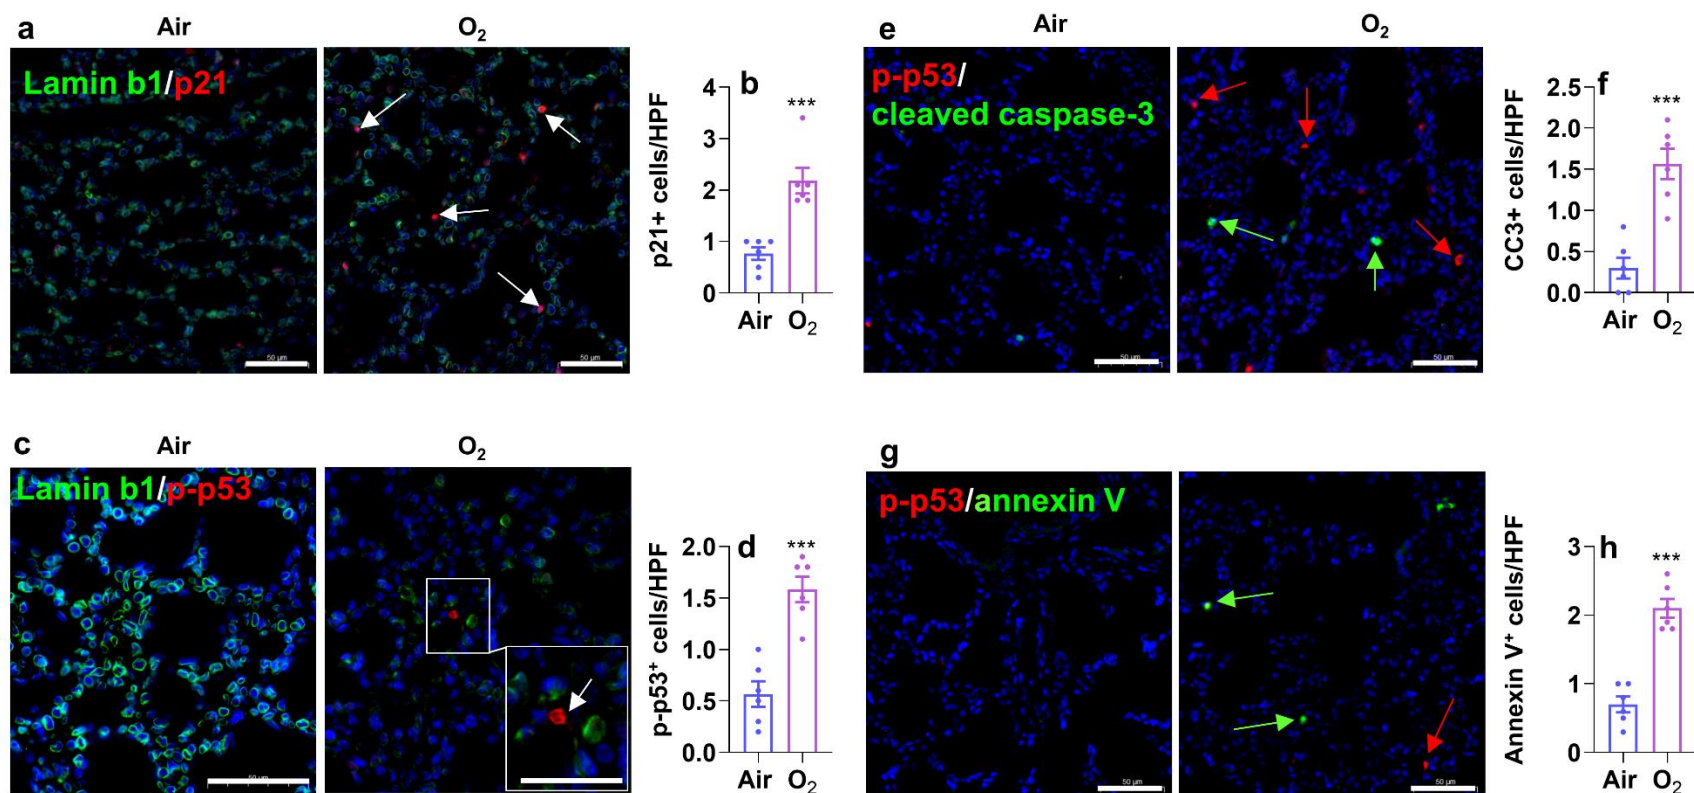

**Supplementary Figure 3. p21 or phosphor-p53 positive cells lack lamin b1, and no colocalization of phosphor-p53 with apoptotic markers in the lung of mice exposed to hyperoxia as neonates.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95%  $O_2$ ) for 3 days followed by air recovery until pnd7. (a-d) Immunofluorescence was performed to detect the colocalization of lamin b1 with p21 (a, b), and phosphor-p53 (c, d) in the lung. The number of p21+ (b) or p-p53+ cells (d) were counted in 3 randomly selected high-power fields (HPF) for each sample. (e-h) Immunofluorescence was carried out to detect the colocalization of phosphor-p53 with cleaved caspase-3 (CC3) or annexin V. The number of CC3+ (f) or annexin V+ cells (h) were counted in 3 randomly selected high-power fields (HPF) for each sample. Bar size: 50  $\mu$ m. Data are expressed as mean  $\pm$  SEM. N=4-6 mice per group. Source data are provided as a Source Data file. T-test was used for companion. \*\*\* $P < 0.001$  vs air group.

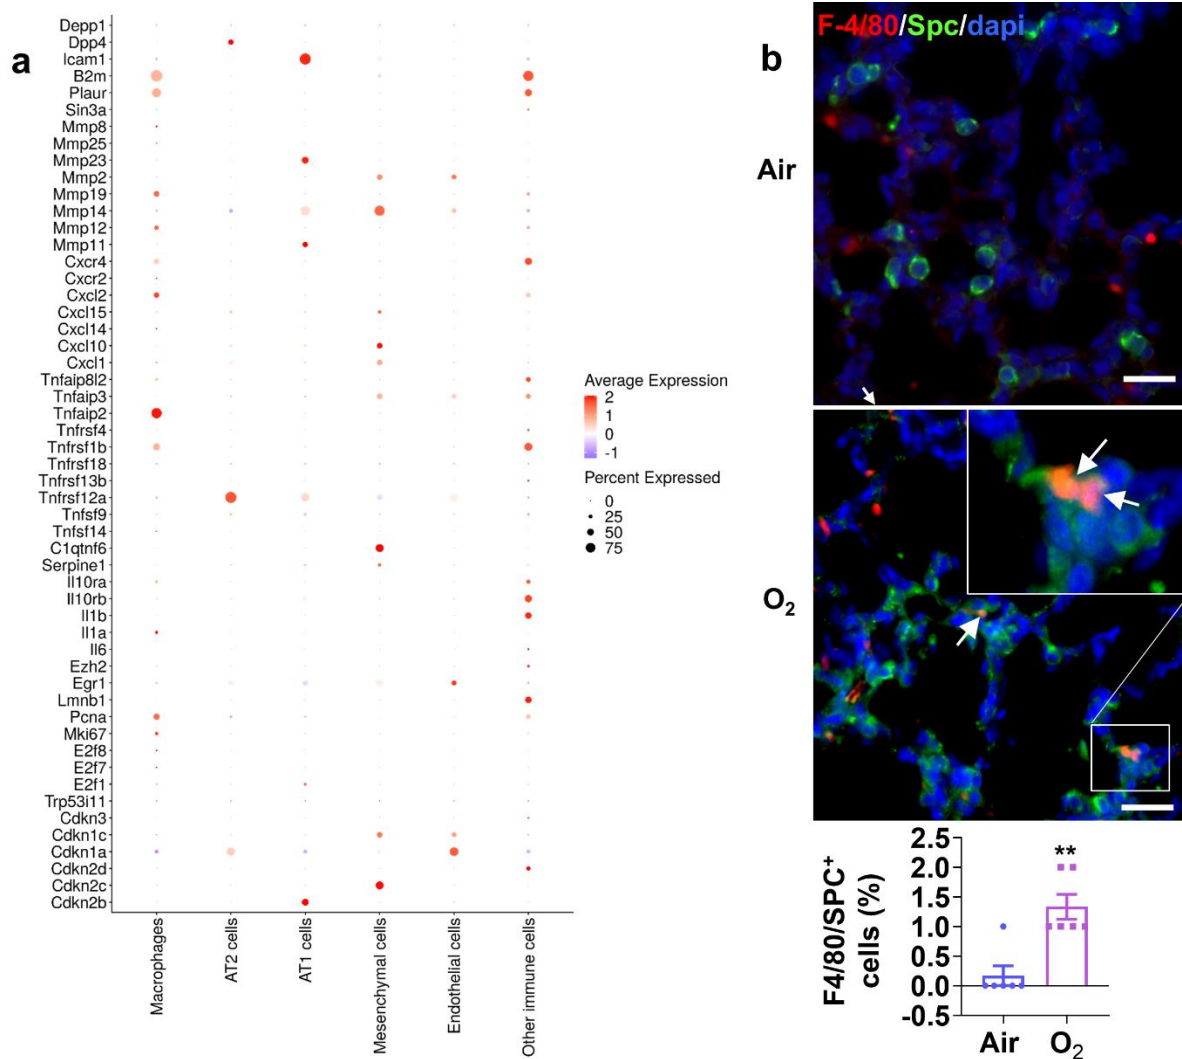

**Supplementary Figure 4. Neonatal hyperoxia causes cell-specific expression of SASP genes in the lung.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O<sub>2</sub>) for 3 days. Some mice were then allowed to recover in room air until pnd7. scRNA-seq was performed in C<sub>12</sub>FDG-sorted lung single cells from hyperoxia group at pnd7. (a) Gene expression among different types of cells in the C<sub>12</sub>FDG-sorted lung single cells. Dot size is proportional to the percentage of cells expressing each gene. (b) Immunofluorescence was performed to detect the co-localization of F4-80 and pro-SPC in the lung of mice exposed to hyperoxia as neonates at pnd7. Bar size: 50  $\mu$ m. Data are expressed as mean  $\pm$  SEM. N=6 mice per group. Source data are provided as a Source Data file. T-test was used for companion in panel b. \*\*  $P < 0.01$  vs air group.

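The genes plotted in panel a were read from the counts of the sorted cells by class. Cdkn1a had 115 CPM in macrophage-like cells (from 103 to 129) and 113 CPM in other immune cells, and it was higher in type II-like cells, at 204 CPM, in endothelial-like cells, at 348 CPM, and in mesenchymal-like cells, at 371 CPM, the last from 28 counts in 5 cells. Tnfaip2 had 1112 CPM in macrophage-like cells, 901 CPM in other immune cells, 223 CPM in type II-like cells and 13.2 CPM in mesenchymal-like cells. Cxcl2 had 3208 CPM in macrophage-like cells and 3049 CPM in other immune cells, with 692 CPM in type II-like cells and 38.7 CPM in endothelial-like cells. Plaur was at 432 CPM in macrophage-like cells and at 0 counts in mesenchymal-like cells, where 3 counts would be 39.7 CPM. The classes of this comparison mix in other cell types. By their own markers, 15 of the 28 type II-like and 1 of the 6 endothelial-like cells were of the macrophage class, and Sftpc took 5.45% of the counts of the endothelial-like and 6.34% of those of the mesenchymal-like cells, nearly all from 1 cell in each, so that the Cdkn1a values cannot be given to a single cell type. The figure's classes come from label transfer with an atlas and the classes here from marker genes, so the cells in them are not the same.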

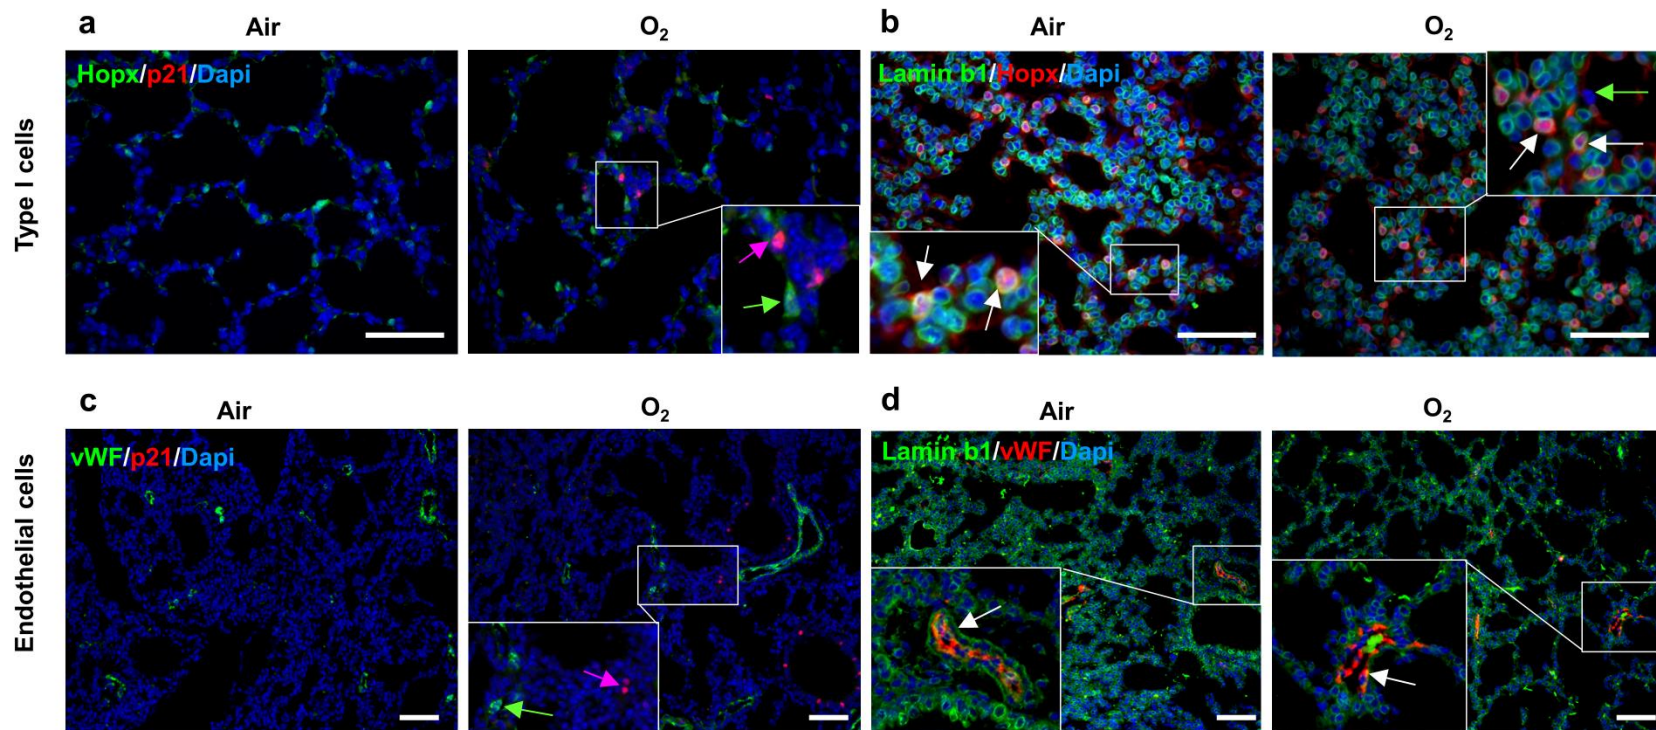

**Supplementary Figure 5. No senescent type I or endothelial cells are observed in the lung of mice exposed to hyperoxia.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O<sub>2</sub>) for 3 days followed by air recovery until pnd7. Immunofluorescence was performed to detect the co-localization of p21 (a, c) and lamin b1 (b, d) with Hopx (a, b), and vWF (c, d). Bar size: 50  $\mu$ m. Representative images from three mice per group.

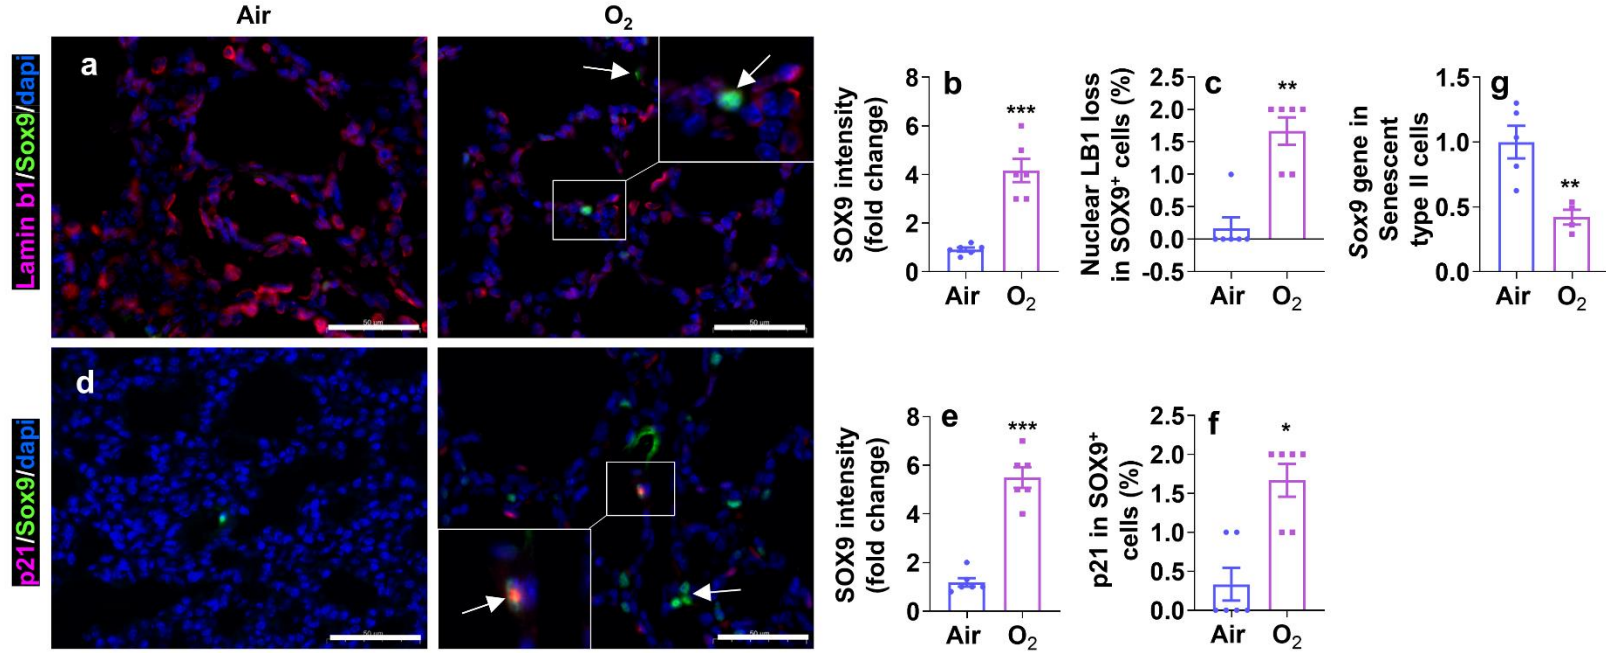

**Supplementary Figure 6. Neonatal hyperoxia causes senescence in Sox9 positive cells but decreases Sox9 gene expression in senescent type II cells.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (95% O<sub>2</sub>) for 3 days followed by air recovery until pnd7. (a) Immunofluorescence was performed to determine co-localization of loss of nuclear lamin b1 (LB1) with Sox9 in the lung. (b) Sox9 immunofluorescence was determined using Image J. (c) Cells lacking nuclear LB1 but positive for Sox9 were counted and normalized to total numbers of nuclei. (d) Immunofluorescence was performed to determine co-localization of p21 with Sox9 in the lung. (e) Sox9 immunofluorescence was determined using Image J. (f) Cells with co-localization of Sox9 and p21 were counted and normalized to total numbers of nuclei. (g) *Sox9* gene expression was reduced in isolated senescent type II cells from hyperoxia-exposed mice compared to non-senescent type II cells isolated from air control mice. Bar size: 50  $\mu$ m. Data are expressed as mean  $\pm$  SEM. N=4-6 mice per group. Source data are provided as a Source Data file. T-test was used for companion. \* $P$ <0.05, \*\* $P$ <0.01, \*\*\* $P$ <0.001 vs air group.

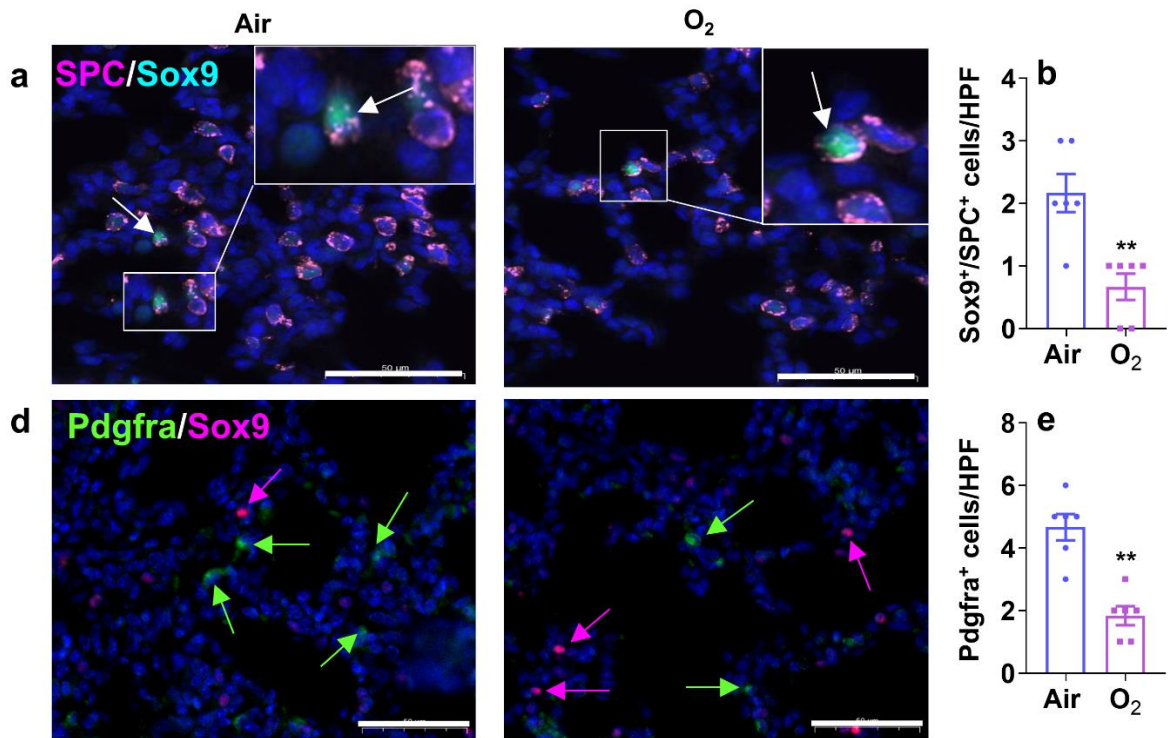

**Supplementary Figure 7. Neonatal hyperoxia decreases Sox9 positive type II cells.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (95%  $O_2$ ) for 3 days followed by air recovery until pnd7. (A) Immunofluorescence was performed to determine co-localization of Sox9 with SPC (a, b) and Pdgfra (c, d) in the lung. (b, d) The number of Sox9<sup>+</sup>/SPC<sup>+</sup>, or Pdgfra<sup>+</sup> cells were counted in 3 randomly selected high-power fields (HPF) for each sample in the lung. Bar size: 50  $\mu$ m. Data are expressed as mean  $\pm$  SEM. N=5-6 mice per group. Source data are provided as a Source Data file. T-test was used for companion. \* $P$ <0.05, \*\* $P$ <0.01 vs air group.

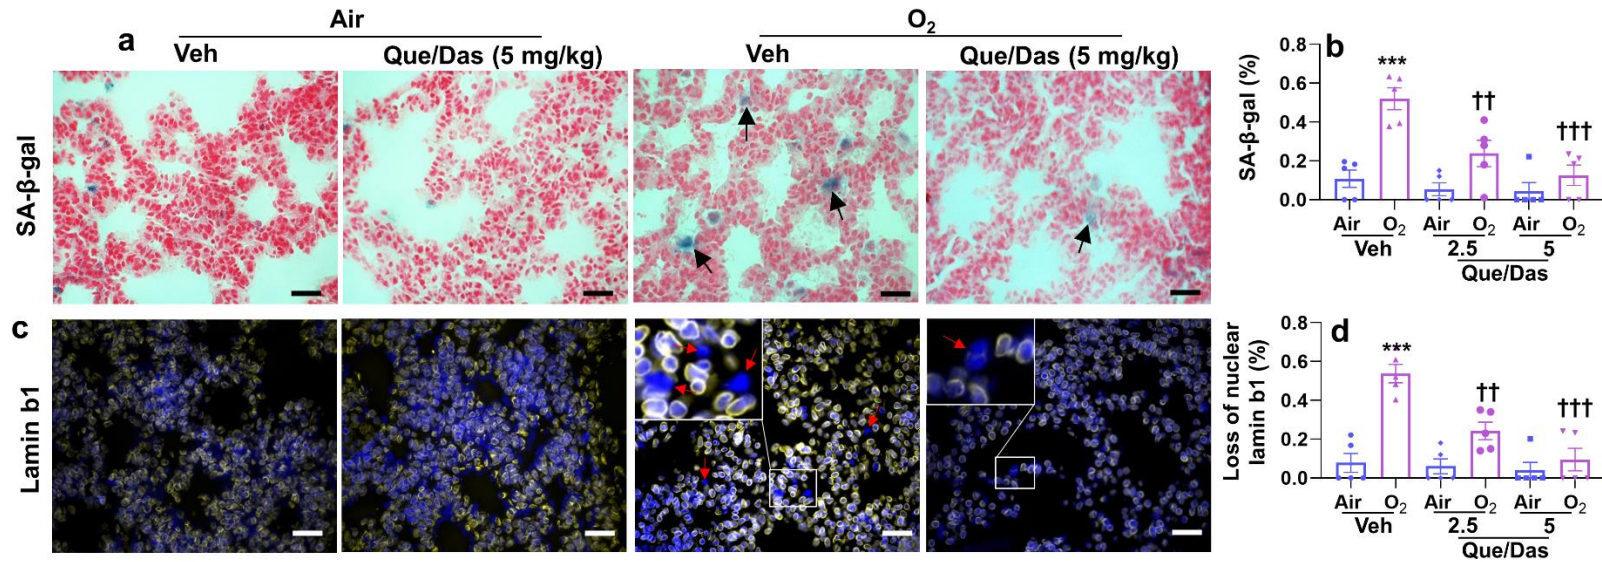

**Supplementary Figure 8. Senolytic drug combination, dasatinib plus quercetin, attenuates neonatal hyperoxia-induced lung senescence.** C57BL/6J neonatal mice (<12 h old) were exposed to air or hyperoxia (>95% O<sub>2</sub>) for 3 days followed by air recovery until pnd7. Quercetin (Que, Q)/dasatinib (Das, D) (2.5 and 5 mg/kg) were intraperitoneally injected into mice at pnd4 and pnd6. SA-β-gal activity (a, b) and loss of nuclear lamin b1 (c, d) were assessed in the lung at pnd7 after Que/Das treatment. Bar size: 25 μm. Data are expressed as mean ± SEM. N=7 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. \*\*\**P*<0.001 vs corresponding Air group. ††*P*<0.01, †††*P*<0.001 vs corresponding Veh/O<sub>2</sub> group.

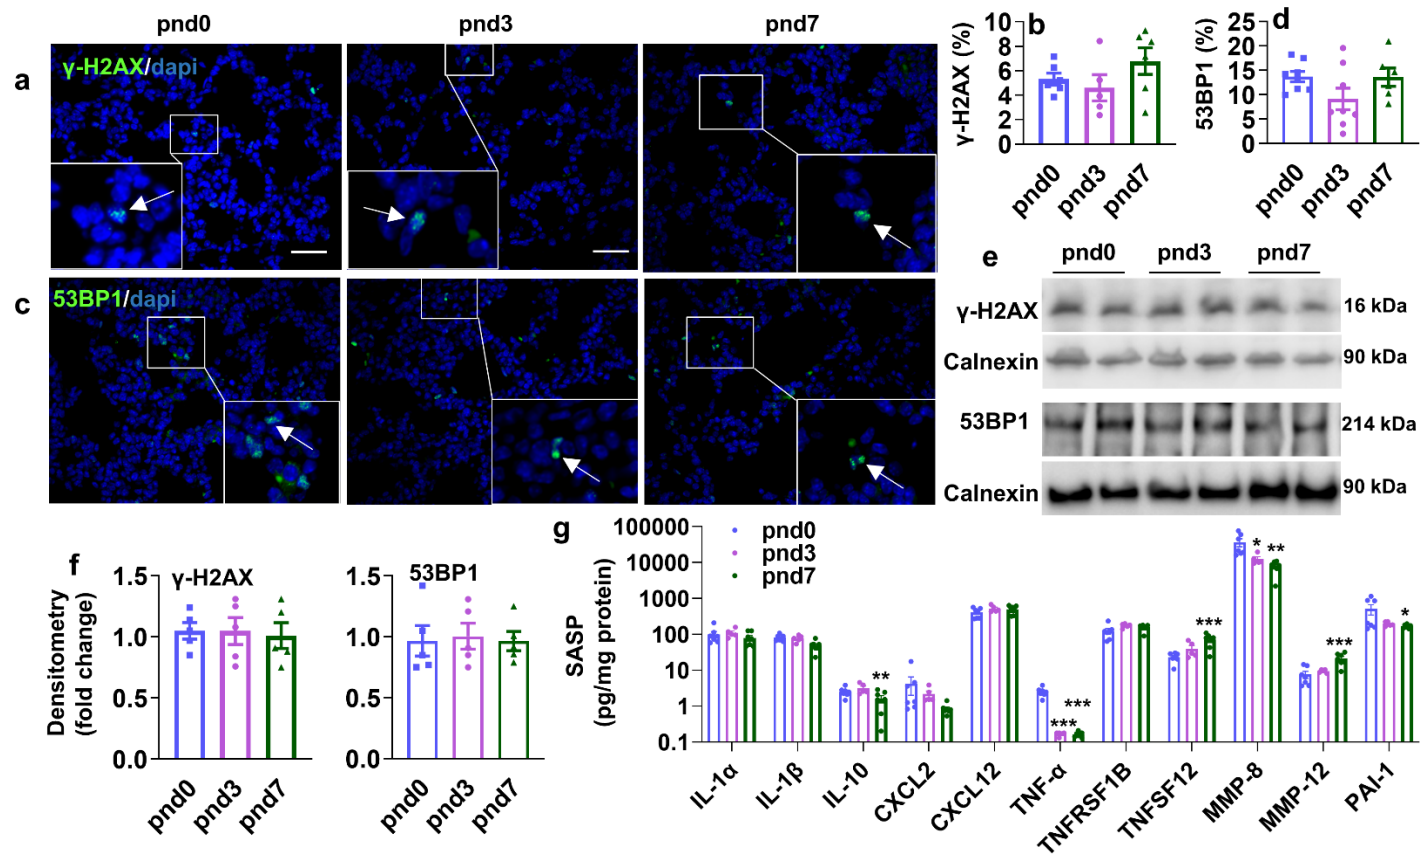

**Supplementary Figure 9. No DNA damage, and SASP factors are detected during the saccular stage of lung development.** (a-d) Immunofluorescence of  $\gamma$ H2AX (a, b) and 53BP1 (c, d) was performed in the lung of mice at pnd0, pnd3 and pnd7 under normoxia. Cells positive for  $\gamma$ H2AX (b) and 53BP1 (d) were counted and normalized to total numbers of nuclei in the lung. Arrows denote  $\gamma$ H2AX or 53BP1 positive cells. Bar size: 25  $\mu$ m. (e-f) Western blot was performed to determine the levels of  $\gamma$ H2AX and 53BP1 in mouse lungs at pnd0, pnd3 and pnd7. (g) Luminex assay was performed to evaluate the SASP factors in the lung at pnd0, pnd3 and pnd7 under normoxia. Data are expressed as mean  $\pm$  SEM. N=7 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. \*  $P < 0.05$ , \*\*  $P < 0.01$ , \*\*\*  $P < 0.001$  vs pnd0.

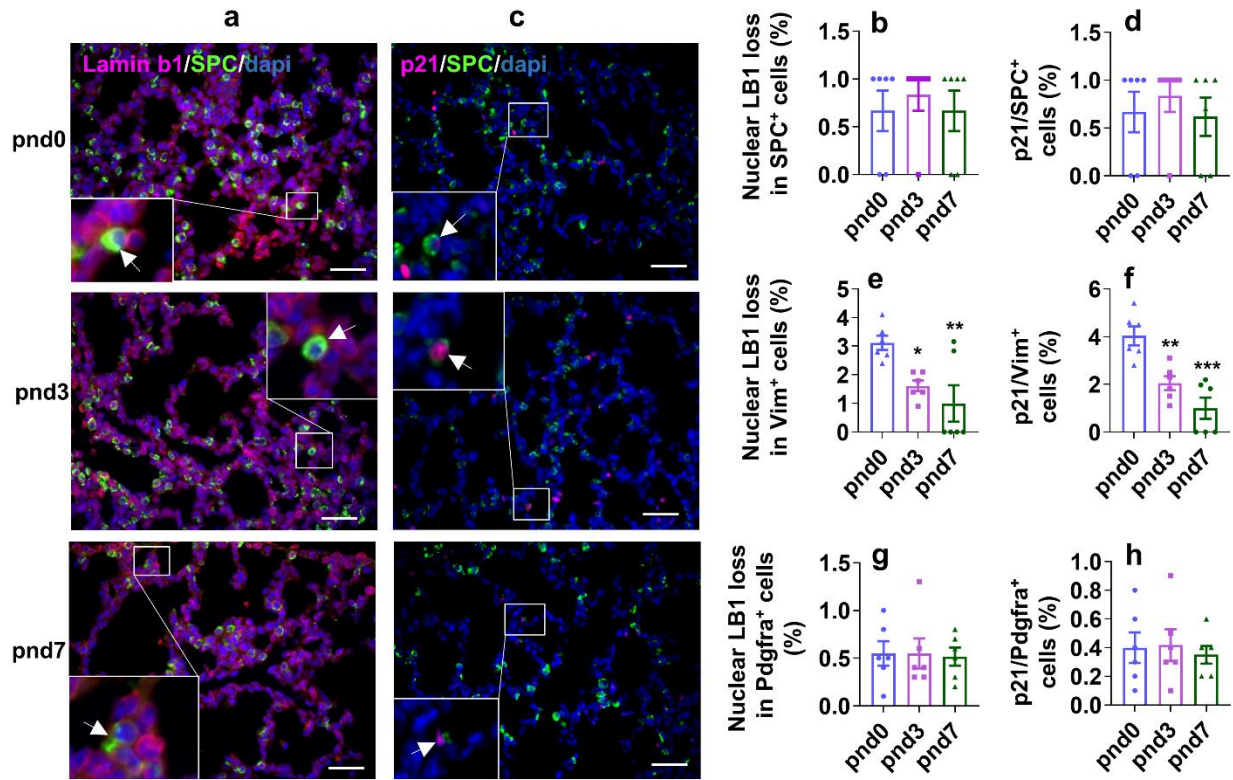

**Supplementary Figure 10. No senescence markers in type II or Pdgfra<sup>+</sup> cells are detected during the saccular stage of lung development.** (a-d) Immunofluorescence was performed to detect nuclear lamin b1 (LB1) loss and p21 expression in pro-SPC positive cells in the lung of mice at pnd0, pnd3 and pnd7 under normoxia. The number of nuclear lamin b1 loss in pro-SPC positive cells (b) and p21<sup>+</sup>/pro-SPC<sup>+</sup> cells (d) were counted and normalized to total numbers of nuclei in the lung. (e-h) Immunofluorescence was performed to detect nuclear lamin b1 loss and p21 expression in vimentin (Vim, e-f) and Pdgfra (g-h) positive cells in the lung of mice at pnd0, pnd3 and pnd7 under normoxia. The number of nuclear lamin b1 loss in Vim (e) and Pdgfra (g) positive cells, p21<sup>+</sup>/Vim<sup>+</sup> (f), p21<sup>+</sup>/Pdgfra<sup>+</sup> (h) cells were counted and normalized to total numbers of nuclei in the lung. Arrows denote pro-SPC<sup>+</sup> cells lacking lamin b1 but expressing p21. Bar size: 50 μm. Data are expressed as mean ± SEM. N=5-6 mice per group. Source data are provided as a Source Data file. One-way ANOVA followed by Tukey post-test was used for multiple comparisons. \**P*<0.05, \*\**P*<0.01, \*\*\**P*<0.001 vs pnd0.

**Supplementary Table 1. Clinical characteristics of subjects and patients.**

|                               | Control (n = 5)                                                                                                                         | Short-term ventilated (n = 5)                                                                                       |
|-------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------|---------------------------------------------------------------------------------------------------------------------|
| Age at birth, week*           | 24.2 ± 1.6                                                                                                                              | 24.4 ± 0.5                                                                                                          |
| Postnatal age, day            | <1                                                                                                                                      | 10.2 ± 4.0                                                                                                          |
| Corrected age at death, week* | 24.4 ± 1.8                                                                                                                              | 25.6 ± 1.1                                                                                                          |
| Sex                           | 4M/1F                                                                                                                                   | 3M/2F                                                                                                               |
| Body weight at autopsy, gram  | 746 ± 286                                                                                                                               | 720 ± 198                                                                                                           |
| Clinical/autopsy diagnosis    | abruption (2);<br>PROM/abruption (1); acute<br>chorioamnionitis + sepsis (1);<br>extreme prematurity, COD<br>otherwise undetermined (1) | early BPD with complications<br>of prematurity, including<br>sepsis (2), sepsis/pneumonia<br>(2), NEC/pneumonia (1) |

*Definition of abbreviations:* BPD = bronchopulmonary dysplasia; COD = cause of death; F = female; M = male; NEC = necrotizing enterocolitis; PROM = premature rupture of membranes.

Values represent means ± SD of (n) patients.

\* Age and corrected age reflect postmenstrual age.

**Supplementary Table 2. Antibodies and probes used in this study**

| Antibodies<br>or probes | Name                                       | Cat#              | Dilution                   | Company                     |
|-------------------------|--------------------------------------------|-------------------|----------------------------|-----------------------------|
| Antibody                | 53BP1                                      | NB100-304         | 1:100                      | Novus                       |
|                         | 8-oxo-DG                                   | 4354-MC-050       | 1:100                      | R&D System                  |
|                         | Pdgfra                                     | AF-1062-SP        | 1:100                      | Novus<br>Biologicals        |
|                         | Calnexin                                   | ADI-SPA-860-F     | 1:100                      | Enzo                        |
|                         | Pro-SPC                                    | sc-518029         | 1:100                      | Santa Cruz                  |
|                         | Lamin b1                                   | Ab16048/sc-377000 | 1:100                      | Abcam/Santa<br>Cruz         |
|                         | Cleaved caspase 3                          | 9661              | 1:100                      | Cell Signaling              |
|                         | F4/80                                      | Ab6640            | 1:100                      |                             |
|                         | $\beta$ -actin                             | Ab8227            | 1:100                      |                             |
|                         | p21                                        | Ab107099          | 1:50                       |                             |
|                         | p53                                        | Ab31333           | 1:1000 (WB),<br>1:100 (IF) |                             |
|                         | Vimentin                                   | Ab92547           | 1:100                      | Abcam                       |
|                         | Sox9                                       | Ab185230          | 1:100                      |                             |
|                         | vWF                                        | Ab201336          | 1:100                      |                             |
|                         | Annexin V                                  | Ab14196           | 1:100                      |                             |
|                         | Ki67                                       | Ab16667           | 1:100                      |                             |
|                         | $\gamma$ H2AX                              | Ab26350           | 1:50                       |                             |
|                         | Alexa Fluor 488<br>goat anti-rabbit<br>IgG | A11034            | 1:250                      |                             |
|                         | Alexa Fluor 488<br>goat anti-mouse<br>IgG  | A11001            | 1:250                      |                             |
|                         | Alexa Fluor 594<br>rabbit anti-goat<br>IgG | A11080            | 1:250                      | Thermo Fisher<br>Scientific |
|                         | Alexa Fluor 594<br>goat anti-rabbit<br>IgG | A11072            | 1:250                      |                             |
| Probe                   | p16                                        | Mm00494449_m1     |                            |                             |
|                         | p21                                        | Mm04205640_g1     |                            |                             |
|                         | Sox9                                       | Mm00448840_m1     |                            | ThermoFisher                |
|                         | 18S                                        | Hs99999901_s1     |                            |                             |

# Supplementary material for: Timing and cell specificity of senescence drives postnatal lung development and injury
**Source:** Nat Commun. 2023 Jan 17;14:273. doi: 10.1038/s41467-023-35985-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Figures and Supplementary Tables**

#### **Supplementary Data**

Supplementary Data 1: SASP genes in C12FGD-sorted cells from hyperoxia-exposed mice vs cells in air (Air) group

Supplementary Data 2: Marker genes in C12FDG-sorted cells vs cells without C12FDG sorting from hyperoxia-exposed mice at pnd7

Supplementary Data 3: SASP genes in different clusters of C12FDG-sorted cells from hyperoxia-exposed mice at pnd7

Supplementary Data 4: M1 and M2 marker gene expression in different clusters of C12FDG positive macrophages at pnd7

Supplementary Data 5: Type II cell marker genes in C12FGD-sorted cells from hyperoxia-exposed mice at pnd7

Supplementary Data 6: Phagocytosis regulating genes in C12FGD-sorted cells from hyperoxia-exposed mice at pnd7

Supplementary Data 7: Gene in C12FGD-sorted cells from hyperoxia-exposed mice vs cells without C12FDG sorting from normoxic mice at pnd7

Supplementary Data 8: Genes in lung cells from hyperoxia vs air-exposed mice without C12FDG sorting at pnd7

Supplementary Data 9: Marker genes in different clusters of C12FDG-sorted cells from hyperoxia-exposed mice at pnd7

#### **Source Data**

**Redacted Women and Infants Hospital post-mortem consent form**

# Supplementary material for: Timing and cell specificity of senescence drives postnatal lung development and injury
**Source:** Nat Commun. 2023 Jan 17;14:273. doi: 10.1038/s41467-023-35985-4
**Supplement:** Supplementary file 13 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The Zeiss Axiovert 200M Fluorescence Microscope system was controlled by AxioVision 4.8.2 software. Immuno-fluorescence micrographs were performed on a Zeiss Axiovert 200M Fluorescence Microscope and processed using ImageJ (v 1.53t). Quality control of scRNA-seq data was performed using the R package Seurat v 3.2.1. All of the Seurat code and the Docker file for the environment is available on Zenodo at <https://zenodo.org/record/7401907>.

Data analysis

Wilcoxon rank sum test was used to identify marker genes of scRNA-seq data. SCTransform (v 0.3.5) was used for normalization of all scRNA-seq datasets. Statistical analyses were performed using GraphPad Prism 9.4.0. The results were expressed as mean  $\pm$  SEM. The t-test was used for detecting statistical significance of the differences between means of two groups after checking the normality of data. The statistical significance of the differences among groups was evaluated by using one-way ANOVA for overall significance, followed by Tukey's multiple comparisons test.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq generated in this study have been deposited in the Gene Expression Omnibus database under primary accession code GSE207866. All other data needed to evaluate the conclusions of the study are present in the paper or in the Supplementary files. Source data are provided with this paper.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

|                             |                                                                                                                                                              |
|-----------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender | We included sex and gender information in the manuscript. However, we did not perform sex-based analysis due to limited number of samples used in the study. |
| Population characteristics  | We provided clinical characteristics of two groups of subjects and patients.                                                                                 |
| Recruitment                 | Not applicable.                                                                                                                                              |
| Ethics oversight            | Women and Infants Hospital, Providence RI                                                                                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | N=8-10 mice per group were chosen based on our previous publication (PMID: 32815166), which generated 80% power to detect the difference. This allows n=4 or 5 male and females mice each group used for evaluating sex differences of hyperoxia-induced senescence.                                                                                                                                                                                 |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | All attempts at replication were successful for the experiments. The experiments were performed independently. All light microscopy experiments were done in triplicate. For immunofluorescence, at least three individual slices were analyzed.                                                                                                                                                                                                     |
| Randomization   | Animals were randomized to allocated into air, hyperoxic exposure and treatments. Human samples were randomly picked up from our tissue bank for staining.                                                                                                                                                                                                                                                                                           |
| Blinding        | A subset of the data sets (e.g., immunostaining and lung morphometry) has been analyzed in a single-blind approach. The investigators were blinded to group allocation during data collection, but not blinded for statistical analysis. The scRNA-seq data were analyzed without a blinding approach. This is because we need to know senescence group (O2/pnd7) to evaluate cluster-specific gene expression and compare this with air/pnd7 group. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

## Antibodies used

Detailed information about the antibodies used in this study are provided in Supplementary Table 2.

## Validation

## Antibody validation:

53BP1 antibody: Application statement in manufacturer's website as following: [https://www.novusbio.com/products/53bp1-antibody\\_nb100-304](https://www.novusbio.com/products/53bp1-antibody_nb100-304)

8-oxo-DG antibody: Application statement in manufacturer's website as following: [https://www.rndsystems.com/products/8-oxo-dg-antibody-15a3\\_4354-mc-050](https://www.rndsystems.com/products/8-oxo-dg-antibody-15a3_4354-mc-050)

Pdgfra antibody: Application statement in manufacturer's website as following: [https://www.novusbio.com/products/pdgfr-alpha-antibody\\_af1062](https://www.novusbio.com/products/pdgfr-alpha-antibody_af1062)

Calnexin antibody: Application statement in manufacturer's website as following: <https://www.enzolifesciences.com/ADI-SPA-860/calnexin-polyclonal-antibody/>

Pro-SPC antibody: Application statement in manufacturer's website as following: <https://datasheets.scbt.com/sc-518029.pdf>

Lamin b1 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/lamin-b1-antibody-nuclear-envelope-marker-ab16048.html>

Lamin b1 antibody: Application statement in manufacturer's website as following: <https://datasheets.scbt.com/sc-377000.pdf>

Cleaved caspase-3 antibody: Application statement in manufacturer's website as following: <https://www.cellsignal.com/products/primary-antibodies/cleaved-caspase-3-asp175-antibody/9661>

F4/80 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/f480-antibody-cia3-1-macrophage-marker-ab6640.html>

$\beta$ -actin antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/beta-actin-antibody-ab8227.html>

p21 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/p21-antibody-hugo291-ab107099.html>

p53 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/p53-antibody-ab31333.html>

Vimentin antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/vimentin-antibody-epr3776-cytoskeleton-marker-ab92547.html>

Sox9 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/sox9-antibody-epr14335-ab185230.html>

vWF antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/von-willebrand-factor-antibody-3e2d10--vwf635-ab201336.html>

Annexin V antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/annexin-vanxa5-antibody-ab14196.html>

Ki67 antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/ki67-antibody-sp6-ab16667.html>

$\gamma$ H2AX antibody: Application statement in manufacturer's website as following: <https://www.abcam.com/gamma-h2ax-phospho-s139-antibody-9f3-ab26350.html>

Alexa Fluor 488 goat anti-rabbit IgG antibody: Application statement in manufacturer's website as following: [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody\\_secondary&productId=A-11034&version=271](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody_secondary&productId=A-11034&version=271)

Alexa Fluor 488 goat anti-mouse IgG antibody: Application statement in manufacturer's website as following: [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody\\_secondary&productId=A-11001&version=271](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody_secondary&productId=A-11001&version=271)

Alexa Fluor 594 rabbit anti-goat IgG antibody: Application statement in manufacturer's website as following: [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody\\_secondary&productId=A-11080&version=271](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody_secondary&productId=A-11080&version=271)

Alexa Fluor 594 goat anti-rabbit IgG antibody: Application statement in manufacturer's website as following: [https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody\\_secondary&productId=A-11072&version=271](https://www.thermofisher.com/order/genome-database/dataSheetPdf?producttype=antibody&productsubtype=antibody_secondary&productId=A-11072&version=271)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                               |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice with postnatal day (pnd) 0, pnd3, pnd7, pnd10 and pnd60 were used in the study.                                                 |
| Wild animals            | No wild animals were used in the study.                                                                                                       |
| Reporting on sex        | Both male and female mice were used in the study. Sex-based analysis on lung senescence was performed.                                        |
| Field-collected samples | No field-collected samples were used.                                                                                                         |
| Ethics oversight        | All animal experiments were reviewed and approved by the Institutional Animal Care and Use Committee of Brown University (IACUC: 21-08-0003). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

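Single-cell RNA sequencing was analysed in 5 libraries of mouse lung cells made with the 10x Genomics Chromium system: unsorted cells from air-exposed and hyperoxia-exposed mice at pnd7 and at pnd60, and C12FDG-sorted cells from hyperoxia-exposed mice at pnd7. Each condition had 1 library, and for the sorted library the lungs of 3 mice were pooled. The immunofluorescence, PCR and Luminex data of the paper were not analysed here.

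The authors deposited raw counts of unique molecular identifiers per gene and barcode, without normalization. The barcodes had been called as cells before deposition, but the limits on genes and mitochondrial reads had not been applied. The aligner, the genome build and the annotation are not given in the sources used here, so genes are named by the symbols of the deposited features and no coordinates are given. Some genes have features with the name of a further copy, and these were not added to the gene except where stated. Mitochondrial features are the ribosomal RNAs and transfer RNAs, and the mitochondrial share was computed from 2 ribosomal RNAs.

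Cells with 700 to 8000 genes and under 5% mitochondrial counts were kept, as in the paper's methods. Between 7880365 and 16648251 counts per library remained. Counts were summed over the cells of a library or a cell class and divided by their total to give CPM. Intervals on CPM are exact Poisson intervals, those on shares of cells or counts are exact Clopper-Pearson intervals, and those on log2 ratios come from the binomial distribution of the counts of one group given both. For a list of genes the median log2 ratio is given with the medians of the genes' limits. A group with 0 counts was set to a floor of 3 counts, and such a ratio is a bound. Lists were also compared with 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in mean expression. No paired analysis was possible because each condition had 1 library, and no test across mice was made.

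For cell classes, the libraries were normalized with SCTransform, integrated on 3000 features and clustered on 50 dimensions at a resolution of 2 with Seurat 5.3.0 and sctransform 0.4.2 in R 4.3.3. The paper used an earlier version of Seurat and transferred labels from the Mouse Cell Atlas, which was not used here. Clusters were named from markers of 14 cell classes, which were fixed before the data were examined together with the lists of genes, the comparisons and 58 alternatives. The thresholds for naming a cluster were set afterwards. The other 16 alternatives were chosen after seeing the data. Alternatives covered the filter, doublets called by Scrublet, the scaling of library totals, mean CPM per cell, cells thinned to 1000 counts, SCTransform values, the resolution, Leiden clustering without integration and classing of each cell by its own markers. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5 and leidenalg 0.10.2 was used for these steps.

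The genes named in the text are those the paper names in its single-cell results and lists in Supplementary Data 1, 4 and 6, the type II genes, fixed genes for sex, red blood cells, handling, stress and senescence, and the 5 genes with the highest and the 5 with the lowest ratio in each comparison among genes with at least 100 counts. Values in the paper's tables had been seen when this rule was written. Genes of Supplementary Data 5 and leading genes of clusters were chosen after the rule. The cluster table in Supplementary Data 9 was not analysed here.

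The ratios and intervals were tested on simulated data drawn from the real libraries, with 200 changed genes in 20 simulations per comparison. For sorted against air over 11829 genes, the intervals covered 95.3% of the changed and 95.6% of the unchanged genes, and a list raised by 2 on the log2 scale gave a median of 2.00. The simulated sums were drawn from the Poisson distribution that the intervals assume, so this checks the calculation only. Spread between cells or mice was not simulated, and the real intervals can be too narrow where single cells hold much of a sum.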

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

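In this part, the test over cell classes for Akr1b3 was chosen only after the result was seen, and the other tests were set before it.

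Over all cells, 4 of the senescence and SASP genes changed in opposite directions between hyperoxia and air at the 2 ages, and no test of the difference across mice was possible with 1 library per condition. Cdkn1a had a log2 ratio of 0.93 at pnd7 and -0.22 at pnd60, a difference of 1.15. For Cxcl2 the ratios were 0.56 and -0.18, a difference of 0.74, and for Cxcr4 they were 0.32 and -0.58, a difference of 0.89. Tnfrsf1b was lower at pnd7, at -0.19, and higher at pnd60, at 0.13, a difference of -0.32. With the same share of each cell class in every library, the difference was 1.28 for Cdkn1a (from 0.91 to 1.65), 0.90 for Cxcl2 (from 0.64 to 1.15) and 0.90 for Cxcr4 (from 0.66 to 1.13). These values argue against the mix of named cell classes as the whole cause for these 3 genes, but they pool classes that differ. For Cxcr4 the ratio at pnd60 was -0.80 in other immune cells (from -0.90 to -0.70), where most of its counts lie, and 0.55 in endothelial-like cells (from 0.27 to 0.84), beside -0.07 at pnd7 in the latter. For Cxcl2 the ratio at pnd7 was 1.07 in macrophage-like cells and -3.50 in type II-like cells, the latter from 1 count against 13. Cdkn1a had a ratio at pnd60 of -1.02 in endothelial-like cells and 0.36 in type II-like cells, the latter within counting error. For Tnfrsf1b the difference with equal shares was 0.00025, from -0.20 to 0.20, so a difference in cell makeup may account for it. Differences between the single libraries in their mice or their preparation stay open, as does the age of the mice, and neither was tested.

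Among genes that the paper does not discuss, the 5 with the highest log2 ratio between hyperoxia and air at pnd60 were Hist1h2ao at 3.15, Cxcl13 at 2.56, Ppp1r18 at 2.42, Akr1b3 at 2.39 and Lrch4 at 2.38. They are named because they lead the ranking, which favours genes with few counts, and the air library held between 17 and 38 counts of each. With equal shares of the cell classes the ratios were 3.45, 2.21, 2.28, 2.49 and 2.48, each above 0 beyond counting error. This argues against the mix of named cell classes as the whole cause, but the values pool classes that can differ. For Hist1h2ao the ratio was 2.73 in other immune cells. In macrophage-like cells it was 0.69, within counting error (from -0.66 to 2.15). For Hist1h2ao and Ppp1r18, reads shared between features of nearly the same sequence were weighed by adding the counts of the features of the same family. The sums had ratios of 2.39 and 2.28, so a different division of reads between the added features does not account for the whole rise. For Hist1h2ao these were Hist1h2an, Hist1h2ap and Hist1h2al. Histone features under other names, such as H2ac8, were not added, so reads shared with those stay open for Hist1h2ao. Akr1b3 was raised beyond counting error in 5 of 5 cell classes tested, with ratios from 2.06 to 2.87. This is consistent with a shift shared by all cell types, as from a difference between the 2 libraries in their reads, their counting or their mice, and exposure to hyperoxia is as open for Akr1b3 as these. Cxcl13 had most of its counts in macrophage-like cells, with 129 in hyperoxia and 15 in air. Ppp1r18 was raised beyond counting error in macrophage-like (3.97), endothelial-like (2.50) and other immune cells (2.24), but not in mesenchymal-like cells (0.60). Lrch4 was raised in macrophage-like (1.79) and other immune cells (2.34) and had few or no counts in the other classes looked at. A shift shared by cell types thus stays open for Ppp1r18 and Lrch4 too. For the genes other than Akr1b3, preparation of the libraries and differences between mice were not tested.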

How the results depend on the processing

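In this part, removal of the 5% of barcodes with the highest Scrublet score, SCTransform on all 5 libraries and the addition of cluster 25 to the macrophage-like cells were tests chosen only after the results were seen.

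Of 74 values under an alternative, 4 are on the scale of SCTransform and 3 left the value exactly as it was, and neither kind says anything about stability. Of the other 67, 46 stayed within the counting interval of the reported value and 21 moved beyond it. For a list of genes, this interval is the medians of the single genes' limits and not an interval on the median. Staying within it is thus a weak test of stability. None of the results changed sign under its alternatives except the median of the phagocytosis genes, whose interval includes 0. The median of the SASP genes between hyperoxia and air at pnd7 stayed within the medians of its genes' limits in all 8 of these alternatives, from 0.029 to 0.28. So did that of the phagocytosis genes, from -0.21 to 0.0075, and that of the 8 senescence and SASP genes at pnd60, from -0.16 to -0.0048 beside a reported -0.12. On the scale of SCTransform, which draws genes with few counts towards 0, the SASP median was 0.018 for the pnd7 libraries and 0.0082 for all 5.

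The number of sorted cells, 493, was 569 without a filter, 528 with the wider filter and 468 without the barcodes of the highest Scrublet scores. The macrophage-like share was 93.7% without integration, 86.6% with each cell classed by itself, and 56.8% both at a resolution of 1 and with cluster 25 added. For the 8 genes in sorted against air cells, the median was 3.86 without a filter and 3.76 with median-of-ratios size factors, which shift all genes alike. On the scale of SCTransform it was 1.38 for the pnd7 libraries and 1.03 for all 5. Within macrophage-like cells against unsorted hyperoxia, the median of the 8 genes was 1.41 without integration, 1.25 with mean CPM per cell and 1.78 with thinned cells. Without integration, the class held only 36 hyperoxia cells at pnd7. A cluster with 97 air, 61 hyperoxia and 0 sorted cells of pnd7 had 10 macrophage markers raised but no name, and its cells were left out. The ratio of the M2 markers was -1.26 without integration, where sorted and hyperoxia cells lie in largely different clusters, -0.88 with each cell classed by itself, -0.78 both at a resolution of 1 and with cluster 25 added, -0.48 with totals that leave out hemoglobin, mitochondrial and the 20 most abundant genes, -0.36 with mean CPM per cell and -0.45 with thinned cells. The Sftpc share was 0.161% without integration and 0.0538% with each cell classed by itself, or 0.0210% when sorted cell 355 is left out of the latter. Fewer or more barcodes follow from the filters by construction, and for the other shifts the cause was not tested.

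Depth limits the small groups. The floor of 3 counts is 53.6 CPM in the 16 sorted cells of cluster 4, 39.7 CPM in the 5 sorted mesenchymal-like cells and 23.2 CPM in the 6 endothelial-like cells.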

Differences from the paper's values

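In this part, SCTransform on all 5 libraries and the addition of cluster 25 were tests chosen only after the values were seen.

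The paper counts 454 macrophages among the sorted cells, and 152 cells were macrophage-like here. Of the alternatives set before the data were examined, clustering without integration (462) and classing each cell by itself (427) came within 1.5 times the paper's number, and a resolution of 1 (280) did not. Adding cluster 25, chosen after seeing the values, gave 280 as well. For type II cells the paper's number is 8 and the number here was 28. Without integration it was 8, while a resolution of 1 gave 29 and classing each cell by itself gave 14. For endothelial cells the paper's number is 3 and the number here was 6. Without integration it was 2 and with each cell classed by itself 4, both within 1.5 times the paper's number, and at a resolution of 1 it was 6. For other immune cells the paper's number is 15 and the number here was 68. It was 6 without integration and 5 with each cell classed by itself, both below the paper's number, and 69 at a resolution of 1, above it. None of these came within 1.5 times the paper's number. Adding cluster 25 left the type II, endothelial and other immune numbers unchanged. The classes here come from marker genes and those of the paper from label transfer.

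For sorted against air cells, the paper's Supplementary Data 1 gives differences of log2(mean + 1) after SCTransform, and the values here on that scale come from the merged pnd7 libraries. No alternative on this scale was set before the data were examined. The paper took cells as the replicates of its test, while the errors here are counting errors, carried from the counts of each gene to this scale. The value here was 2.66 for Tnfaip2 (the paper's is 1.61), 1.78 for Plaur (the paper's is 0.905), 1.47 for Mmp19 (the paper's is 0.824) and 4.04 for Cxcl2 (the paper's is 3.24). It was 2.24 for Mmp12 (the paper's is 1.59), 1.30 for Tnfrsf1b (the paper's is 0.597), 1.16 for Cxcr4 (the paper's is 0.589), 0.88 for B2m (the paper's is 0.682), 0.91 for Pcna (the paper's is 0.488) and -1.07 for Mmp14 (the paper's is -0.505). All 10 have the paper's sign. SCTransform on all 5 libraries, chosen after seeing the values, left all 10 apart from the paper's values by more than the counting error on this scale, with Mmp12 at 1.74, Cxcr4 at 0.73 and B2m at 0.64. It brought them nearer, however: the median absolute difference over the 10 genes fell from 0.646 to 0.229, and their median from 1.38 to 1.03 (the paper's is 0.753), with the paper's sign in all 10.

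For hyperoxia against air at pnd7, compared with the paper's Supplementary Data 8, the value here was -1.38 for Hbb-bs (the paper's is -1.36), -1.33 for Hbb-bt (the paper's is -1.11), -1.33 for Hba-a2 (the paper's is -1.15) and -1.29 for Hba-a1 (the paper's is -1.15). It was 0.31 for Sftpc (the paper's is 0.374), 0.51 for Sftpa1 (the paper's is 0.60) and 0.20 for Napsa (the paper's is 0.260). The same added setting brought Hba-a1 (-1.15) to the paper's value and left the other 6 apart. It moved B2m, Sftpd and Lamp3, which did not differ before, away from the paper's values in this comparison.

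The paper finds no significant change of its SASP genes between air and hyperoxia at pnd7. Over the 27 genes, the median log2 ratio of CPM was 0.08 with limits on both sides of 0, while Mmp12 at 2.45 and Cxcl10 at 1.92 lay beyond counting error, which is not a test across mice. The paper describes clusters of sorted macrophages with high M2 markers as a shift towards M2. Between libraries, the M2 markers together had a log2 ratio of -0.58 in sorted against unsorted hyperoxia macrophage-like cells. It was -1.13 in cluster 22, and -0.06 in cluster 15, within counting error (from -0.25 to 0.14). Over all cells the ratio was 2.01, from 1.94 to 2.08, where the sorted library has the larger share of macrophage-like cells. Within the sorted library, Mrc1 was well above 0 in each macrophage-like cluster, at 782 CPM in cluster 11, 731 CPM in cluster 15 and 652 CPM in cluster 22. The paper's text names its clusters 13 and 15 as high in M2 markers, while its Supplementary Data 4 lists Mrc1 as lower in its cluster 15. The paper's cluster numbers could not be matched to those here.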

Other observations

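In this part, the tests of doublets, of free RNA, of mixing by integration, of cells with like counts and of cell makeup for Retnla were chosen only after the result was seen, as was the form of the Xist test that takes off the median of all genes.

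The 8 senescence and SASP genes were higher in the sorted library than in the air library over all cells. The paper had named these genes as raised in the same libraries, so this holds by their choice. Within macrophage-like cells their median log2 ratio was 1.5, from 1.22 to 1.79, which argues against the share of macrophages as the whole cause, although the mix of macrophage states still differs. In cells thinned to 1000 counts the median over all cells was 3.17, from 2.64 to 3.71, which says nothing about depth, since CPM is divided by the total already. Between the 247 sorted and 380 air cells with 11777 to 19346 counts it was 3.17, from 2.97 to 3.49, which argues against a link of these genes with the depth of the cell as the whole cause. Stress from staining and sorting cannot be told apart from the other differences of the sorted library. Of the handling genes, only Fos and Jun had enough counts, with a median of -1.56 in sorted against unsorted hyperoxia macrophage-like cells, and a fall of these early genes does not exclude a longer stress response. Hmox1 had 18300 counts in the sorted and 484 counts in the unsorted hyperoxia macrophage-like cells, a log2 ratio of 4.05, and Mt1 had a ratio of 3.64. Both libraries come from hyperoxia-exposed mice, so exposure by itself does not separate them. Between unsorted hyperoxia and air, the Hmox1 ratio was 2.00 in these cells. For the difference between sorted and unsorted cells, the state of the cells selected by C12FDG, senescence among them, and handling remain open. So do differences in mice and library preparation, since the unsorted libraries come from the paper's earlier dataset. These were not separated.

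Of the 25 genes that the paper's Supplementary Data 5 lists as raised type II genes in its cluster 13, those that the adjusted p-values of that table call significant are Ctsd, Abcg1, Ear2, Plet1, Atp6v0d2, Cd9, Ccl6 and S100a11. In the air library, 8 of these 8 genes were higher in macrophage-like than in type II-like cells, with a median log2 ratio of 5.13, from 4.91 to 5.35. The values are consistent with genes of macrophages rather than of type II cells, although 3 of the 8 are among the markers used to name macrophage-like clusters.

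Among the 427 sorted cells of the macrophage class by their own markers, a subset of 31 held 94.0% of the Sftpc counts, but 61.1% lay in 1 of them, sorted cell 355. The median depth of the 31 was 0.193 times that of the other cells, which says nothing about this cell. It had 24476 counts, 10.9% of the other cells had at least as many, and a doublet of a macrophage and a type II cell stays open for it. The other 30 held 84.5% of the Sftpc counts left without sorted cell 355. Their median depth was 0.192 times that of the other cells, from 0.153 to 0.217. They were picked by a limit in CPM, which takes in shallow cells on few Sftpc counts. Sorted cell 77 passed it with 4 Sftpc counts of 1544, and sorted cell 322 fell below it with 8 of 10108. The low median depth is thus partly set by the selection and does not decide on doublets. The deepest of the 30 held 7591 counts. The tenth of cells with most Sftpc held 96.0% of its counts, against 21.6% in simulated even draws, and without sorted cell 355 it held 90.0% against 24.8%, which argues against free RNA spread alike over droplets. The other 7 type II genes together were higher in the subset by 6.15 on the log2 scale, from 5.92 to 6.37, and without sorted cell 355 by 4.28, from 3.91 to 4.63. Type II RNA as a whole may therefore be mixed into these cells, and engulfed cells, attached cells, doublets and debris could each bring it. These were not separated.

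Under the paper's settings for integration, 152 of the 427 cells lay in macrophage-like clusters. In the unnamed clusters with most sorted cells, the macrophage markers had a median log2 ratio of 3.08, from 2.80 to 3.78, in the sorted cells against the cells of the other libraries. Integration may thus have placed different cell types in one cluster. In cluster 17 the ratio was 4.00 and in cluster 25 it was 2.67. Cluster 25 had 7 macrophage markers raised over its cells of all libraries and was left without a name because of immunoglobulin genes among its leading genes, so the naming of clusters has a part in the 152 as well.

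Xist had a log2 ratio of -0.79 in sorted against unsorted hyperoxia cells, and the Y-linked genes together had -0.22. Relative to the median of all genes, -0.55, the values are -0.24 and 0.32. They move the same way before and opposite ways after that median is taken off, so the sex of the pooled mice cannot be told apart from other differences. The sex of the mice in each library was not analysed further.

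At pnd60, the 5 genes with the lowest log2 ratio between hyperoxia and air were Camp at -6.38, Bpifa1 at -5.05, Ngp at -3.94, Reg3g at -3.85 and Ltf at -2.82. At pnd7, Retnla at 3.94 and Saa3 at 3.87 had the highest ratios, and Prg4, with 1 count against 109, had the lowest at -6.47. For Retnla, the ratio with the same share of each cell class in both libraries was 3.81, from 3.65 to 3.98, and within type II-like cells it was 4.27, from 4.09 to 4.45, which argues against the mix of named cell classes as the whole cause. Hyperoxia, the mice and the preparation of the libraries stay open for Retnla. For the other genes of this paragraph, no biological or technical explanation was tested.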
